# Augmented peroxisomal ROS buffering capacity renders oxidative and thermal stress cross-tolerance in yeast

**DOI:** 10.1186/s12934-021-01623-1

**Published:** 2021-07-12

**Authors:** Nai-Xin Lin, Rui-Zhen He, Yan Xu, Xiao-Wei Yu

**Keywords:** Yeast, *Komagataella phaffii*, Thermotolerance, Reactive oxygen species (ROS), Peroxisome, Catalase

## Abstract

**Background:**

Thermotolerant yeast has outstanding potential in industrial applications. *Komagataella phaffii* (*Pichia pastoris*) is a common cell factory for industrial production of heterologous proteins.

**Results:**

Herein, we obtained a thermotolerant *K. phaffii* mutant G14 by mutagenesis and adaptive evolution. G14 exhibited oxidative and thermal stress cross-tolerance and high heterologous protein production efficiency. The reactive oxygen species (ROS) level and lipid peroxidation in G14 were reduced compared to the parent. Oxidative stress response (OSR) and heat shock response (HSR) are two major responses to thermal stress, but the activation of them was different in G14 and its parent. Compared with the parent, G14 acquired the better performance owing to its stronger OSR. Peroxisomes, as the main cellular site for cellular ROS generation and detoxification, had larger volume in G14 than the parent. And, the peroxisomal catalase activity and expression level in G14 was also higher than that of the parent. Excitingly, the gene knockdown of *CAT* encoding peroxisomal catalase by dCas9 severely reduced the oxidative and thermal stress cross-tolerance of G14. These results suggested that the augmented OSR was responsible for the oxidative and thermal stress cross-tolerance of G14. Nevertheless, OSR was not strong enough to protect the parent from thermal stress, even when HSR was initiated. Therefore, the parent cannot recover, thereby inducing the autophagy pathway and resulting in severe cell death.

**Conclusions:**

Our findings indicate the importance of peroxisome and the significance of redox balance in thermotolerance of yeasts.

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s12934-021-01623-1.

## Background

*Komagataella phaffii* (formally known as *Pichia pastoris*) is a widely used platform for heterologous protein productions and has become a potential choice for metabolic engineering as well [1]. *K. phaffii* has barely been reported to grow at temperatures higher than 30 °C, and the fermentation efficiency decreases when the temperature is higher than 28 °C. However, during the fermentation process, the fermenter temperature easily rises, leading to reduced production efficiency [2]. In most industries, this overheating problem is partly overcome by using cold water to cool the fermenter walls which adds to production costs [3, 4]. The potential of thermotolerant yeast in industrial applications has been extensively appreciated and hence an exponential upsurge in relative research is still in progress [5]. The thermotolerance of the model yeast *Saccharomyces cerevisiae* has been deeply investigated [6]. Regrettably, research on a thermotolerant *K. phaffii* have barely been reported.

Cross-talk of protective mechanisms occurs in yeasts when responding to various environmental stresses. For instance, heat shock response (HSR) and oxidative stress response (OSR) are involved in cellular thermotolerance, and thermotolerant *S. cerevisiae* is often tolerant to oxidative stress [7, 8]. The functional role of transcription factors (TFs) in cells is clear, however, at least 11 stress-responsive TFs change simultaneously under oxidative or thermal stress in *S. cerevisiae* [9]. Oxidative stress from H_2_O_2_ can induce HSR in *S. cerevisiae*, and many other stresses such as acetic acid can also induce HSR by causing oxidative stress on *S. cerevisiae* [10]. Thermal stress simultaneously induces HSR and OSR under an aerobic environment [11, 12]. Although HSR and OSR have been substantially explored, their ordinated regulation mechanism is poorly understood. The cross-talk of protective mechanism still needs to be further explored.

Redox balance is associated with the oxidative stress tolerance and thermotolerance of yeast. Intracellular reactive oxygen species (ROS) accumulation is the main cause of damage under stress conditions. Eliminating these radicals can effectively improve the stress tolerance of *S. cerevisiae* [13, 14]. The antioxidant defence system including enzymatic and non-enzymatic parts [15] is the key to reducing cellular ROS levels. Overexpression of antioxidant enzymes improves the thermotolerance of *S. cerevisiae* during ethanol production [13, 16]. The secretion of glutathione protects the population of *S. cerevisiae* from adverse thermal stress [17].

In general, heat-induced damages are due to an imbalance of protein homeostasis [18], which is maintained by function factors and systems including heat shock proteins (HSPs) [19], trehalose [20], ubiquitin-proteasome system [21], and autophagy [22]. In particular, the increased levels of HSPs are the basis of heat stress resistance. HSPs function as molecular chaperones by either stabilizing new proteins to ensure their correct folding or refolding misfolded proteins to proper conformation [8, 23]. Trehalose, which is one of the compatible solutes synthesized during adverse environmental conditions, protects cells by holding proteins and membranes in their native conformation [24, 25]. Ubiquitin marks denatured proteins for recognition and degradation [26]. Overexpression of the ubiquitin ligase *RSP5* accelerates the ubiquitination of cell proteins and enables the superior thermotolerance of *S. cerevisiae* [27]. However, the thermotolerance mechanism of yeast is not comprehensive enough, and further research is still needed.

In this study, a thermotolerant *K. phaffii* G14 was acquired by simulating natural evolution in the laboratory. The physiological and biochemical characteristics of G14 were validated and compared. After transcriptome data analysis and result verification, a thermotolerance mechanism in G14 was unveiled. Our study revealed a novel mechanism of the thermotolerance of yeast.

## Results

### Development and validation of the thermotolerant *K. phaffii* strains

Adaptive evolution was used to breed thermotolerant strains. Yeasts with 5–10 °C higher growth temperature than their parents are labelled as thermotolerant yeasts [28]. The OD_600_ of the evolved cells after adaptive evolution at 37 °C was 1.3-fold higher than that of the parent at 30 °C after over 180 generations of temperature gradient domestication lasting for over 500 days (Additional file 1: Table S1). Six mutants were isolated from the evolved cells by olive oil/ rhodamine B screening plate. The six isolates retained genetic stability after a 45-day passage. As shown in the spot assay picture (Fig. 1a), the isolates were more tolerant to the high temperature than the parent, which can barely grow at 37 °C. Based on their growth performance in presence of thermal stress, these six isolates of yeast were thermotolerant.

**Fig. 1:**
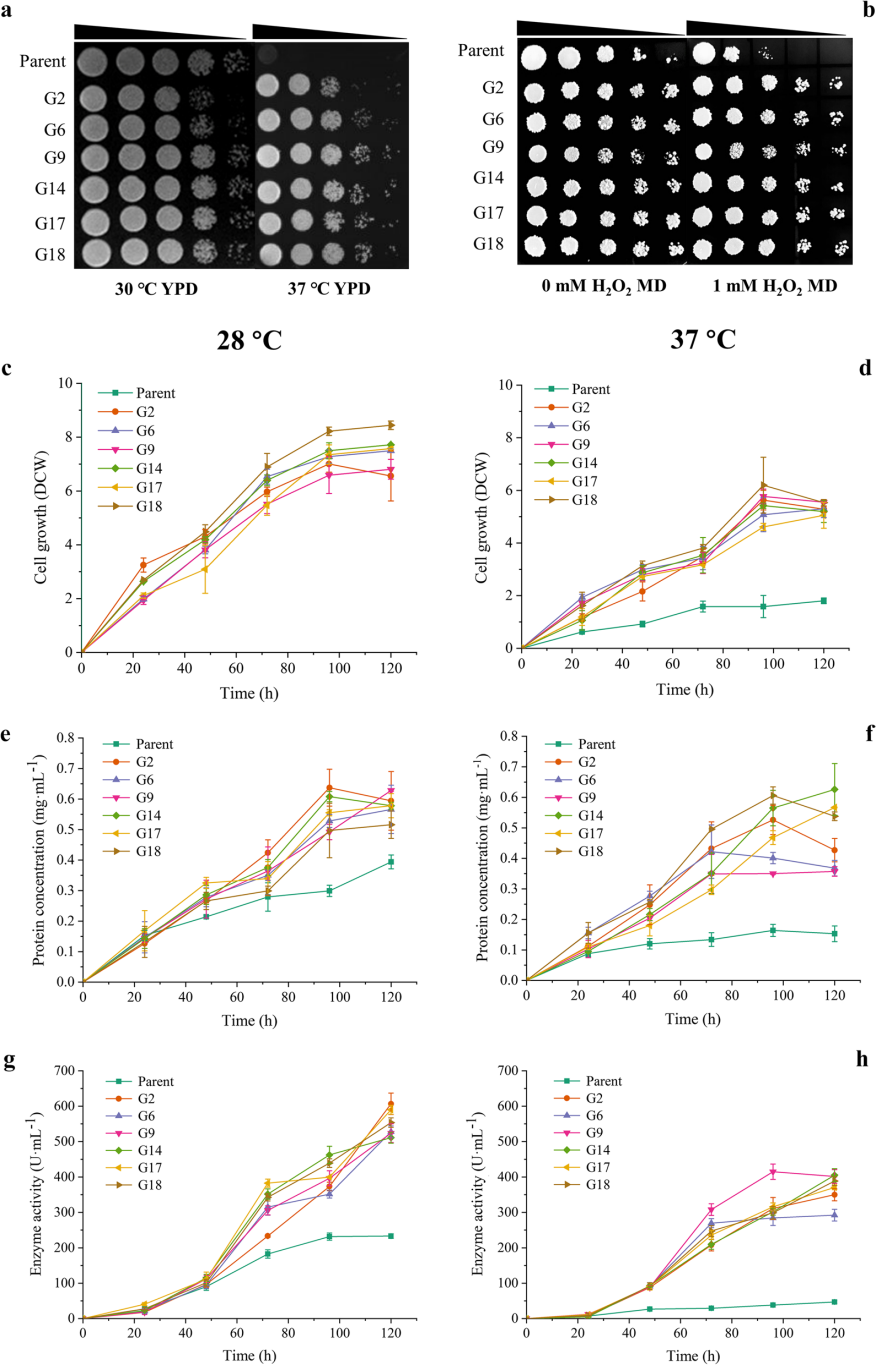
Cell growth test and fermentation with the parent and mutant strains. **a** YPD plates were used to test the impacts of thermal stress (37 °C) on the growth of the parent and mutants. **b** MD, and MD-H_2_O_2_ plates were used to test the impacts of oxidative stress (1 mM H_2_O_2_) on the growth of the parent and mutants; The lipase fermentation ability of the parent and mutants were test. Cell growth (**c**, **d**), protein concentration (**e**, **f**), and lipase activity (**g**, **h**) were measured and compared. **c**, **e**, **g** The fermentation condition is 28 °C. The growth levels of the parent and mutants were similar, while the protein concentration and enzyme activity of the fermentation broth in G14 was higher than that of the parent. **d**, **f**, **h** The fermentation condition is 37 °C. The protein expression levels of thermotolerant mutants were kept under thermal stress, while the parent can barely grow and express the heterologous protein. The error bars show the standard error of the mean based on three biological replicates

Spot assay on MD solid medium added with 1 mM H_2_O_2_ was performed to examine the oxidative stress tolerance of the parent and thermotolerant mutants (Fig. 1b). The parent displayed a weak resistance to H_2_O_2_ damage compared with the thermotolerant mutants. The strong OSR in the mutants may prevent them from being damaged by oxidative stress and affected their cell growth.

Usually, thermotolerant yeast showed higher heterologous protein expression efficiency than its wild type [29]. To further explore thermotolerance and the lipase expression level of these thermotolerant isolates, batch-flask-fermentation was performed. As shown in Fig. 1c–h, following fermentation at non-stress and stress conditions (28 and 37 °C), dry cell weight, extracellular protein concentration, and lipase activity of these isolates and the parent were measured. At 28 °C, the cell growth of the thermotolerant strains was very similar to the parent (Fig. 1c). From the cell growth curve at 37 °C, we found that the thermotolerant strains showed better adaptability than the parent, which exhibited about a 3-fold higher dry cell weight (Fig. 1d). Interestingly, these isolates exhibited better lipase production ability than the parent at both non-stress and stress conditions (Fig. 1e, f). The lipase activities in the fermentation supernatant of the thermotolerant strains at 28 °C were over 2.5-fold than that of the parent (Fig. 1g). However, under the stress condition, the lipase expression ability of the parent was severely repressed (Fig. 1h). The results revealed that the heterologous protein expression ability of the thermotolerant isolates was kept under stress condition and even much better than that of the parent at non-stress fermentation condition. We chose G14 for further examination. In order to exclude the impact of lipase on the heat resistance of G14, we knocked out the gene encoding lipase and confirmed that the thermotolerance of G14-without lipase gene was still maintained (

Additional file 1: Fig. S1).

### ROS level, lipid peroxidation, and cell damage validation

Intracellular ROS and lipid peroxidation were measured to validate the oxidative stress induced by high temperatures. The ROS levels of G14 and the parent were measured under non-stress (30 °C) and stress conditions (37 °C) (Fig. 2a, b). Data from fluorescence intensity implied the ROS level. Under non-stress condition and treatment at 30 °C for 1 h, the parent had a 1.9-fold higher ROS level than G14 (Fig. 2a). Under non-stress condition but treatment at 37 °C for 1 h, the ROS level of the parent was still 1.8-fold higher than that of G14 (Fig. 2a). The ROS levels during chronological aging at 37 °C from 24 to 96 h were measured to check the impact of thermal stress on ROS levels. The fluorescence intensity gradually increased over time in both samples. In particular, the increasing trend of the parent was quite drastic, and that of G14 was relatively slow (Fig. 2b). The results revealed that the high temperature caused redox imbalance in cells and the ROS buffering capacity in G14 was stronger than that of the parent. Under oxidative stress, malondialdehyde (MDA) was generated as the end-product of cellular lipid peroxidation. As shown in Fig. 2c, the lower ROS level in G14 caused lower lipid peroxidation (1.5-fold lower) compared with the parent.

**Fig. 2:**
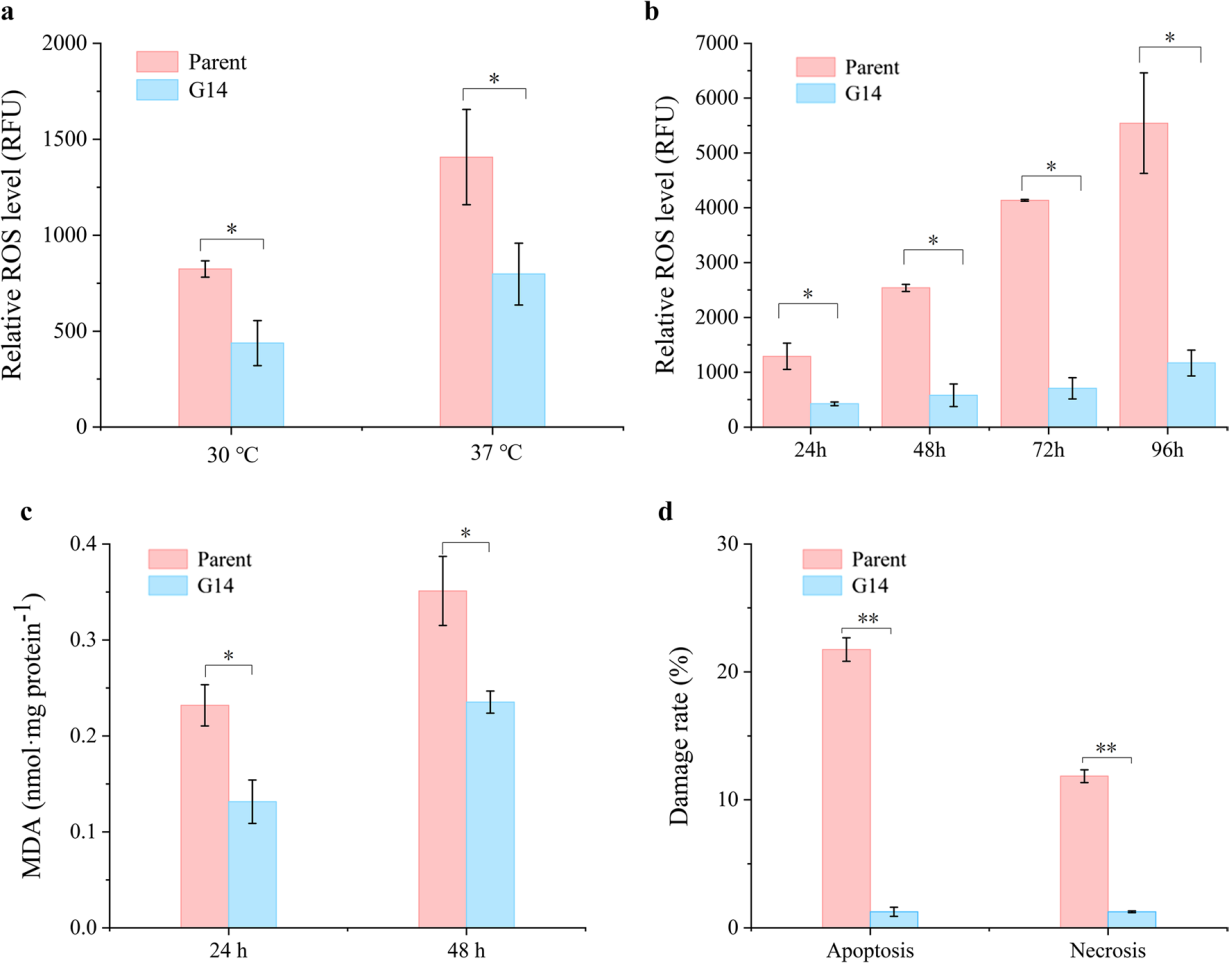
Cellular ROS level, MDA level, and cell damage of the parent and G14. **a** The relative ROS level of the parent and G14 grown at 30 °C for 16 h. The samples were collected at the logarithmic growth phase and treated with DCFH-DA at 30 °C (non-stress treatment condition) and 37 °C (stress treatment condition). Take the fluorescence intensity value of G14 treated at 30 °C as a reference. **b** ROS level of the parent and G14 during chronological aging at 37 °C. The fluorescence intensity value of G14 at 37 °C for 24 h was set as a reference. **c** Lipid peroxidation analysis of the parent and G14 by measuring MDA concentration under stress treatment condition. **d** The apoptosis and necrosis rate of cells under stress treatment condition. The early apoptotic cells were stained by Annexin V-FITC, while the necrotic cells were stained by Annexin V-FITC and PI simultaneously. Therefore, the percentage of apoptotic and necrotic cells after thermal stress was measured using flow cytometry. *P-value < 0.05, **P-value < 0.01. The error bars show the standard error of the mean based on biological replicates

Environmental stresses usually cause cell damage and even cell death. Usually, stress-tolerant strains undergo a low ratio of cell apoptosis (early apoptosis) and necrosis (late apoptosis) under stress conditions [13]. The early apoptotic cells can be stained by Annexin V-FITC, while the necrotic cells can be stained by Annexin V- FITC and PI simultaneously. Therefore, the percentage of apoptotic cells and necrotic cells after thermal stress can be measured using flow cytometry. As shown in Fig. 2d and Additional file 1: Fig. S2, under stress condition, the cell apoptosis and necrosis rate in G14 were notably lower than those of the parent, 12.4- and 9.5-fold, respectively. In other words, the cell apoptosis and necrosis rate of *K. phaffii* mutant G14 upon stress condition were remarkably reduced after adaptive evolution.

Cell wall integrity is one of the important traits of thermotolerant strains [30]. Congo Red as a cell wall perturbing agent can be used to test the cell wall integrity of yeast. As shown in Additional file 1: Fig. S3, the parent was more sensitive to Congo Red at 30 °C than G14, implying the cell wall integrity of the parent was weaker than G14. Therefore, the improvement of cell wall integrity in G14 may positively affect its stress tolerance.

### Transcriptome analysis of thermotolerant strain G14 and the parent

Transcriptome analysis was conducted to further understand the thermotolerance mechanism of G14 from the molecular level. 

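RNA was sequenced from 12 libraries, 3 replicates of each strain at each temperature, and the groups Parent_30, Parent_37, G14_30 and G14_37 are named after the strain and the growth temperature of 30 or 37 °C. The authors deposited FPKM, fragments scaled by gene length and library size, for 5080 transcripts. Of these, 5040 are annotated genes and 40 are transcripts that the authors assembled outside the annotation. Multiplied by the gene length, 100% of the values were whole multiples of 1 step per library (tolerance 0.05 fragments), so the number of fragments on each gene could be recovered. The values already include a scaling between libraries. They were analysed as log2(FPKM + 1) by limma, in 1 linear model with a mean for each of the 4 groups and 8 residual degrees of freedom. The 5 comparison groups of the paper were contrasts of this model. A further contrast, called the difference in heat response, is G14_37 vs. G14_30 minus Parent_37 vs. Parent_30. A gene was called upregulated or downregulated when its Benjamini-Hochberg adjusted p was under 0.05 and its absolute log2 fold change over 1. These thresholds are the paper's. No gene had a mean under 1 FPKM, so all 5080 were tested.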

Three biological replicates were involved in RNA-sequencing (RNA-seq). The total raw data was uploaded in NCBI’s Gene Expression Omnibus (GEO) public archive database and the accession number is GSE157242. The overall quality of the data was assessed (Table S2). 

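Between 13428637 and 22047040 fragments per library lay on the 5080 transcripts, with a median of 15412798. The median was 14692042 in Parent_30, 15231539 in Parent_37, 20506327 in G14_30 and 15448121 in G14_37. On a gene of 1 kb, 1 fragment corresponded to between 0.042 and 0.082 FPKM, depending on the library. From the paper's Table S2, the share of clean reads that mapped averaged 95.16% ± 0.61 (SD, n = 3) in Parent_30, 93.5% ± 0.4 in Parent_37, 96.45% ± 0.35 in G14_30 and 96.13% ± 0.2 in G14_37. The share was 1.28 percentage points higher in G14_30 than in Parent_30 and 2.63 points higher in G14_37 than in Parent_37. Between temperatures it differed by -1.66 points in the parent and by -0.31 points in G14. Exact two-sided permutation tests gave p = 0.1 for the first 3 differences and p = 0.3 for the last. With 3 libraries against 3, an exact p of 0.1 is the smallest possible.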

The correlation of samples was analysed by principal-component analysis (PCA) and analysis of similarities (ANOSIM). 

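Principal components were computed from log2(FPKM + 1) of all 5080 transcripts. Over the 11 libraries that Fig. S4 draws, which leave out G14_37 replicate 1, the first component held 68.2% of the variance and the second 19.1%. On the second component, the 3 Parent_30 libraries lay between 25.4 and 27.0, and the 2 G14_37 libraries at -23.0 and -21.5. Over all 12 libraries the first 2 components held 57.5% and 22.9%. G14_37 replicate 1 then lay at -46.0 on the second component, while replicates 2 and 3 of its group lay at -18.5 and -13.9. Within groups, Pearson's r across genes was 0.987 to 0.996 in Parent_30, 0.979 to 0.99 in Parent_37 and 0.977 to 0.996 in G14_30. In G14_37 it was 0.959 between replicates 2 and 3, but 0.88 between replicates 1 and 2 and 0.863 between replicates 1 and 3. Genes are not independent replicates, so these correlations carry no p.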

PCA analysis showed good repeatability of each biological replicate within each group. 

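Analysis of similarities was run on Bray-Curtis distances between the FPKM profiles of the libraries, with the p counted over all 15400 distinct divisions into groups of the same sizes. For the 11 libraries of Fig. S4, R was 1.0 (exact p = 6.49e-05, the smallest that these divisions can give). With G14_37 replicate 1 included, R was 0.895 over the 12 libraries, with the same exact p. Leaving out any other 1 of the 12 libraries gave R between 0.849 and 0.942, and the largest exact p was 0.00026, without G14_30 replicate 1.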

The results of PCA and ANOSIM showed that the data of RNA-seq in each group was significantly different (Additional file 1: Fig. S4). The results of the quality test indicated that the data could be employed for the following analysis. As shown in Fig. 3a, the differentially expressed genes between the parent and G14 were analysed at 30 and 37 °C. The samples were classified into five comparison groups for analysis. With the absolute value of log_2_ fold change > 1 as a classification criterion, the number of upregulated genes and downregulated genes of each comparison group are listed in Fig. 3a. 

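In Parent_37 vs. Parent_30, 712 genes were upregulated and 384 downregulated, so 65.0% of the 1096 called genes rose. The adjusted p alone was under 0.05 for 3044 genes. In 1095 of the called genes, all 3 libraries of 1 group lay above all 3 of the other. Over all genes this held for 76.4%, where chance gives 10%. The counts moved most when the test itself asked for a log2 fold change over 1 (limma treat), which called 278 genes up and 134 down. Among the called genes whose groups did not overlap, the largest increase was in PAS_chr2-1_0003, a hypothetical protein gene on chromosome 2. Its mean was 1.91 ± 0.385 FPKM (SD, n = 3) in Parent_30 and 79.5 ± 17.2 in Parent_37, a log2 fold change of 4.77 (standard error 0.29, adjusted p = 5.25e-07 from limma). Its fragments per library ran from 0 to 192, so its fold depends on the pseudocount of 1. PAS_chr4_0878, described as a silenced copy of ALPHA2 at HML, came next with 4.74 (standard error 0.14). The largest decreases were in PAS_chr2-1_0016, described as a 2-deoxyglucose-6-phosphate phosphatase, with -5.12 (standard error 1.2), and in PAS_chr4_0240, a ferric reductase gene, with -4.49 (standard error 0.48).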

Comparison group Parent_37 vs. Parent_30 with the largest number of differentially expressed genes represented the difference in gene expression levels of the parent at 37 °C versus at 30 °C. Given that the parent cannot adapt to thermal stress, its cellular changes were active. 

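In G14, growth at 37 °C instead of 30 °C upregulated 113 genes and downregulated 79, and 1288 had an adjusted p under 0.05 from limma. Of the 192 called genes, 186 had no overlap between the groups. This held for 42.1% of all genes. The counts rested on single libraries. Without G14_37 replicate 1 they were 62 and 42, without G14_37 replicate 3 they were 246 and 177, and without G14_30 replicate 3 they were 70 and 50. Of the 192 called genes, 95 remained called without G14_37 replicate 1. A fit of these 2 groups alone called 28 and 17 genes. Scaling each library to the same sum (TPM) raised the share of called genes that rose from 58.9% to 89.2%, with 240 up and 29 down. That scaling placed the median gene at 0.16, 0.22, 0.15, 0.39 and 0.34 on the log2 scale in Parent_37 vs. Parent_30, G14_37 vs. G14_30, G14_30 vs. Parent_30, G14_37 vs. Parent_30 and G14_37 vs. Parent_37. With the deposited scaling these medians lay between -0.03 and 0.05. The largest increases were in PAS_chr2-1_0003 (4.53, standard error 0.29) and in PAS_chr2-2_0113, an inositol 1-phosphate synthase gene (4.02, standard error 1.15, adjusted p = 0.0275). With each library left out in turn, the adjusted p of PAS_chr2-2_0113 passed 0.05 without any 1 of the 3 G14_30 libraries or G14_37 replicate 2, at up to 0.079, and its log2 fold change was 2.56 without G14_37 replicate 1. The largest decreases were in PAS_chr4_0240 (-3.25, standard error 0.48) and in PAS_chr4_0329, a gene of the CCCH zinc finger family (-2.83, standard error 0.61).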

Comparison group G14_37 vs. G14_30 with the lowest number of differentially expressed genes was to reveal the changes in gene expression levels of G14 under 37 °C versus 30 °C. As a thermotolerant strain, G14 did not have to alter much to adapt to thermal stress. Comparison groups G14_30 vs. Parent_30 and G14_37 vs. Parent_37 was used to explore the differentially expressed genes between G14 and the parent under the same temperature. 

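Between the strains at 30 °C, 146 genes were higher in G14 and 228 lower, and 1454 had an adjusted p under 0.05 from limma. At 37 °C, 377 genes were higher in G14 and 725 lower, with 2921 under the same threshold. All of the 374 genes called at 30 °C had no overlap between the groups, as had 1081 of the 1102 called at 37 °C. Over all genes, the groups did not overlap in 59.5% and 58.3%. Which direction held more genes depended on the scaling. The upregulated share of the called genes was 39.0% at 30 °C and 34.2% at 37 °C with the deposited scaling. After TPM scaling it was 58.2% at 30 °C, from 248 up and 178 down, and 55.5% at 37 °C, from 694 up and 557 down. PAS_chr3_0030, a hypothetical protein gene on chromosome 3, had the largest increase at both temperatures. Its log2 fold change was 3.26 (standard error 0.51) in G14_30 vs. Parent_30 and 3.83 in G14_37 vs. Parent_37. The next largest increases were 2.39 (standard error 0.16) at 30 °C for PAS_chr1-4_0164, of unknown function, and 3.09 (standard error 0.64) at 37 °C for PAS_chr1-4_0292, the 3-phosphoglycerate kinase gene. At 30 °C the largest decreases were -5.05 (standard error 0.63) for PAS_chr2-2_0482 and -3.97 (standard error 0.27) for PAS_chr3_0486, both of hypothetical proteins. At 37 °C they were -5.83 (standard error 0.14) for PAS_chr1-4_0145, a pirin gene, and -5.66 (standard error 0.43) for PAS_chr2-1_0748.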

As shown in Fig. 3a, the number of downregulated genes was higher than that of upregulated genes in comparison G14_30 vs. Parent_30 and G14_37 vs. Parent_37. The reason might be the same as that for comparison group Parent 37 °C vs. Parent 30 °C. Comparison group G14_37 vs. Parent_30 was to reveal the differentially expressed genes of G14 at 37 °C versus those of the parent at 30 °C, showing the changes of the evolved strain under thermal stress versus the parent under non-stress condition.

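The comparison of G14_37 with Parent_30 had 300 upregulated and 356 downregulated genes, 45.7% of the called genes rising, and 2555 had an adjusted p under 0.05 from limma. The groups did not overlap in 647 of the 656 called genes and in 57.1% of all genes. TPM scaling turned the balance to 796 up and 171 down, 82.3% rising. The 2 strains also differ here in growth temperature, so strain and heat are not separated by this comparison group. Its largest increase was in PAS_chr4_1001, a hypothetical protein gene on chromosome 4, from 15.5 ± 1.57 to 222 ± 17.1 FPKM (SD, n = 3), a log2 fold change of 3.76. PAS_chr1-1_0378, a putative ammonia exporter gene, followed with 3.61 (standard error 1.14, adjusted p = 0.0224). Without G14_37 replicate 1 that fold change was 2.4, with an adjusted p of 0.0647, and without Parent_30 replicates 2 or 3 or G14_37 replicate 2 the adjusted p was also above the threshold. The largest decreases were in PAS_chr4_0080, a hypothetical protein gene (-5.32, standard error 0.23), and again in PAS_chr4_0240 (-5.26).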

**Fig. 3:**
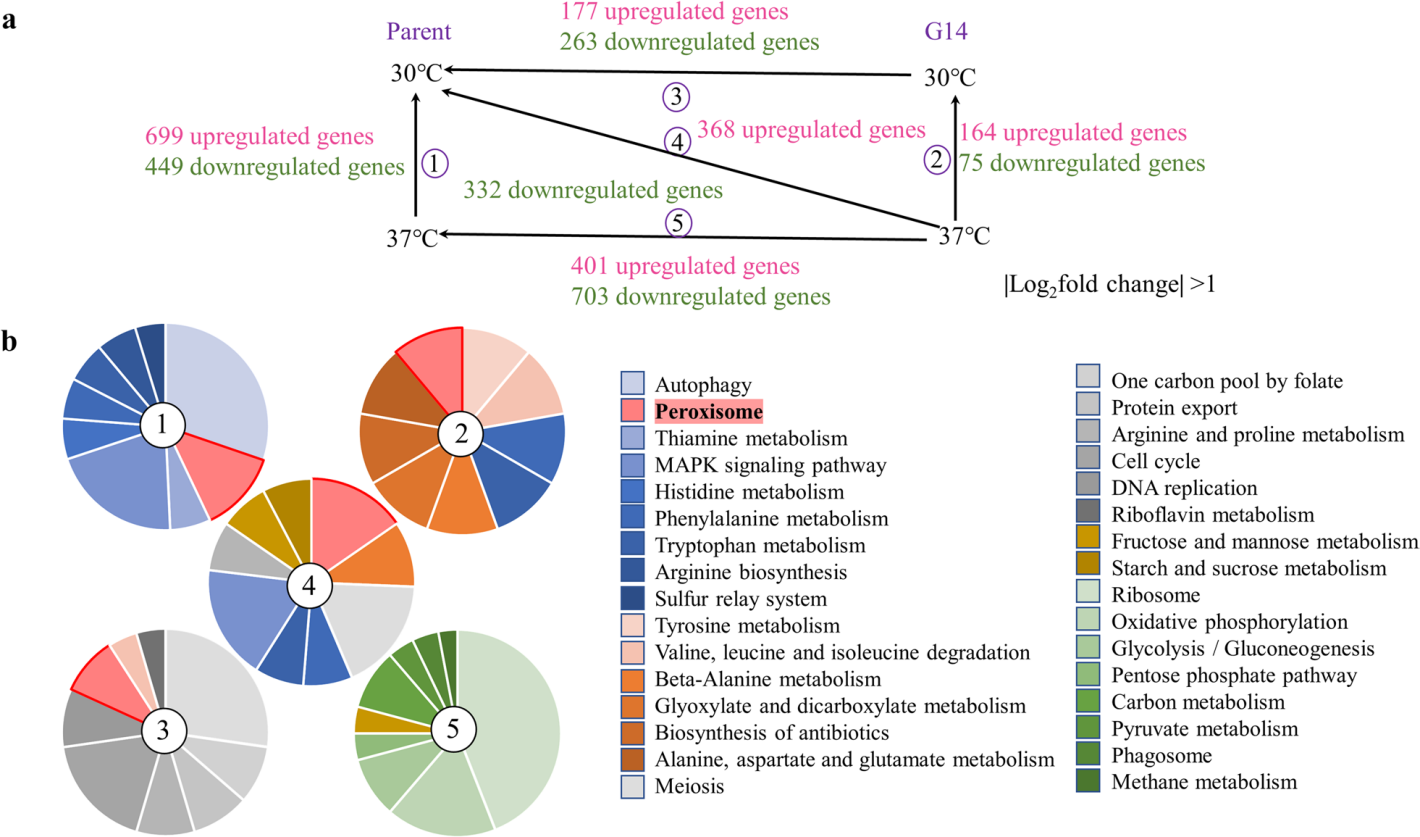
Transcriptome analysis of G14 and the parent. **a** The number of differently expressed genes in comparison groups. **b** The KEGG enrichment analysis of comparison groups. The top nine enriched upregulated pathways were depicted. The numbers 1–5 represent five comparison groups. 1: the parent under 37 °C versus the parent under 30 °C. 2: G14 under 37 °C versus G14 under 30 °C. 3: G14 under 30 °C versus the parent under 30 °C. 4: G14 under 37 °C versus the parent under 30 °C. 5: G14 under 37 °C versus the parent under 37 °C

### Peroxisome pathway plays an important role in the thermotolerance of G14

To explore the functional pathways in G14, upregulated genes of five comparison groups were analysed using Kyoto Encyclopedia of Genes and Genomes (KEGG) pathway enrichment analysis. The top nine enriched upregulated pathways are summarized in the pie charts (Fig. 3b). The results revealed that the peroxisome pathway was one of the most significantly upregulated pathways in comparison group Parent_37 vs. Parent_30, G14_37 vs. G14_30, G14_30 vs. Parent_30, and G14_37 vs. Parent_30. 

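KEGG membership lists are not given in the sources used here, so sets of genes were made from the gene descriptions in the deposited table. Upregulated genes of each set were counted against the 3446 genes with a description, by Fisher's exact test, one-sided, with Benjamini-Hochberg adjustment over 14 sets and 5 comparison groups. The peroxisome set holds 36 genes. It cannot include MPV17 and PMP47, peroxisomal genes of Table S3. Limma called both upregulated in G14_30 vs. Parent_30, with log2 fold changes of 1.03 and 1.17, but 0 of the 36. For G14_37 vs. G14_30, 5 of the 36 were upregulated (odds ratio 8.17, adjusted p = 0.0259), and in G14_37 vs. Parent_30, 7 of them (odds ratio 4.97, adjusted p = 0.0305). In G14_30 vs. Parent_30 the genes called up by limma included 0 of the 36, though 4 rose with an unadjusted p under 0.05, and 0 were called with TPM scaling or by voom. In G14_37 vs. Parent_37 they included 1, and 0 by voom, while 5 of the 36 were called downregulated, and TPM scaling called 3 in each direction. That scaling called 9 upregulated in G14_37 vs. G14_30 (adjusted p = 0.000476) and 14 in G14_37 vs. Parent_30 (adjusted p = 0.00134). With the deposited scaling both adjusted p values under the threshold rested on single libraries, and were lower without G14_37 replicates 2 or 3. The adjusted p in G14_37 vs. G14_30 was 0.445 without G14_37 replicate 1 and 0.661, 0.236 and 0.502 without G14_30 replicates 1, 2 and 3. That in G14_37 vs. Parent_30 was 0.851 without G14_37 replicate 1 and 0.246, 0.21 and 1 without Parent_30 replicates 1, 2 and 3. The median of the set against Parent_30 was 1.7 on the log2 scale in G14_37 replicate 1, and -0.06 and 0.14 in replicates 2 and 3. Ranked tests over all genes of the set gave an adjusted p of 0.101 by fry and 0.88 by camera in G14_37 vs. G14_30, and 0.116 and 0.9 in G14_37 vs. Parent_30. In G14_30 vs. Parent_30 they gave 0.997 and 0.985, and the Fisher test 1. There limma called 0 of the 36 upregulated and 1 downregulated, as did voom and TPM scaling.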

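From the gene descriptions in the deposited table, 13 genes named for MAP kinase signalling were tested as a set. With growth at 37 °C, 4 of the 13 were called upregulated in the parent (odds ratio 3.51, one-sided Fisher's exact test, p = 0.0504 and adjusted p = 0.441), and 5 by voom and 5 after TPM scaling. In G14_37 vs. G14_30, limma called 0 of the 13 upregulated, while 6 rose with an unadjusted p under 0.05 and 1 was called by voom and 1 after TPM scaling. In G14_30 vs. Parent_30, limma, voom and TPM scaling all called 0 upregulated, and 1 rose with an unadjusted p under 0.05. Over all genes of the set, fry found them raised in Parent_37 vs. Parent_30 (adjusted p = 1.41e-05) and in G14_37 vs. G14_30 (adjusted p = 0.00128). It found them lowered in G14_30 vs. Parent_30 (adjusted p = 0.00971) and in G14_37 vs. Parent_37 (adjusted p = 1.41e-05). The falls were not shared by the whole set. The median log2 fold changes there were -0.1 and -0.06, with 4 and 5 of the 13 genes above 0. In G14_37 vs. Parent_37 limma called 1 gene up and 4 down. None of these 4 shifts passed camera, which gave adjusted p values of 0.756 and 0.498 for the 2 rises and 0.9 for each of the falls. Pathways of amino acid metabolism were not analysed here, since the descriptions do not list their members.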

The phenylalanine metabolism, tryptophan metabolism, and mitogen-activated protein kinase (MAPK) pathway were also enriched by KEGG pathway enrichment analysis.

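Table S3 lists 9 peroxisomal genes for Fig. 4a, which were matched by their gene identifiers. Of the 9, 3 were called upregulated in Parent_37 vs. Parent_30, 3 in G14_37 vs. G14_30, and in G14_30 vs. Parent_30 2, in G14_37 vs. Parent_30 7 and in G14_37 vs. Parent_37 2. Limma called 0 downregulated in these 5 comparison groups, as did TPM scaling and voom, and 0 fell with an unadjusted p under 0.05. The adjusted p from limma was under 0.05 over all genes for 6, 7, 4, 8 and 3 of the 9, and adjusted over the list alone for 6, 8, 4, 8 and 3. The study chose the list on these libraries and presents it as upregulated genes. Neither the absence of decreases nor the count adjusted over the list alone is therefore independent evidence. After TPM scaling 5, 5, 2, 9 and 2 genes were called, all upregulated. A fit of the 2 compared groups alone called 0 in G14_37 vs. G14_30 and 5 in G14_37 vs. Parent_30. Single libraries decided some of the calls. The count in G14_37 vs. G14_30 was 0 without G14_30 replicate 1, 1 without G14_37 replicate 1 and 6 without G14_37 replicate 3. It was 1 in Parent_37 vs. Parent_30 without Parent_37 replicate 2, 5 in G14_37 vs. Parent_30 without Parent_30 replicate 3, and in G14_30 vs. Parent_30 it was 1 without Parent_30 replicate 1. In G14_37 vs. Parent_37 it was 1 without Parent_37 replicate 2 or without G14_37 replicate 1, and 3 without G14_37 replicate 3. The median log2 fold change of the list was 0.96, 0.94, 0.61, 1.66 and 0.54. Without G14_37 replicate 1 it was 0.58 in G14_37 vs. G14_30 and 0.11 in G14_37 vs. Parent_37, where 4 of the 9 values were then negative, 2 of them with an adjusted p under 0.05. In the contrast of the 2 heat responses, limma called 0 of the 9, as did TPM scaling and voom, and 2 had an unadjusted p under 0.05, 1 in each direction. There, 1 of the 9 was called without G14_37 replicate 1.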

As the peroxisome pathway was upregulated in four comparison groups, the transcription profile of upregulated peroxisomal protein encoding genes were explored (Fig. 4a, Additional file 1: Table S3). The expression levels of key peroxisomal protein encoding genes measured by RT-qPCR (Additional file 1: Fig. S5) were consistent with the results of RNA-seq. 

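The RT-qPCR values have no file among the deposited ones. The RNA-seq values of XDH and DDO, 2 of the 5 genes measured, were as follows. XDH (PAS_chr2-2_0112, chromosome 2, 2170019 to 2174248) rose from 15.9 ± 1.03 FPKM (SD, n = 3) in Parent_30 to 49.9 ± 7.69 in Parent_37, a log2 fold change of 1.58 (standard error 0.24, adjusted p = 0.00019 from limma). In G14 it rose from 27.1 ± 4.15 to 55.2 ± 21.4, a log2 fold change of 0.94, with an adjusted p of 0.0176 that was 0.0626 without G14_30 replicate 1. Its log2 fold change was 0.72 in G14_30 vs. Parent_30 (adjusted p = 0.0403) and 1.66 in G14_37 vs. Parent_30. The adjusted p of the former passed 0.05 with any 1 of its 6 libraries left out, up to 0.126. Between the strains at 37 °C it was 0.08 (adjusted p = 0.78), and -0.2 without G14_37 replicate 1. DDO (PAS_chr3_0406, chromosome 3, 791729 to 792811) did not differ between Parent_37 and Parent_30, with a log2 fold change of -0.01 (standard error 0.12) that was 0.11 after TPM scaling and between -0.04 and 0.06 with 1 library left out. It was higher in G14_30 than in Parent_30 by 0.61 and higher in G14_37 than in Parent_37 by 1.06 (adjusted p = 3.06e-05). The increase in G14_37 vs. Parent_30 was likewise 1.06. With heat in G14 it was 0.45 (adjusted p = 0.0237), and that p lay above 0.05, at up to 0.0724, without any 1 of the 6 libraries other than G14_37 replicate 3.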

Peroxisomal catalase encoded by *CAT* is an important enzyme that reduces cellular oxidative damage [31]. 

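CAT is PAS_chr2-2_0131 in the deposited table, on chromosome 2 from 2139070 to 2140602, with a coding length of 1533 bases. It had between 1307 and 54785 fragments per library. Its log2 fold change was 1.93 in Parent_37 vs. Parent_30 (standard error 0.59, adjusted p = 0.0159 from limma), 2.36 in G14_37 vs. G14_30 (adjusted p = 0.0177) and 2.97 in G14_37 vs. Parent_30 (adjusted p = 0.00198). In G14_30 vs. Parent_30 it was 0.61, with an adjusted p of 0.492. The standard error is wide because the 4 groups share 1 estimate of the spread, and G14_37 is the group in which CAT varied most. A fit of G14_30 and Parent_30 alone gave the 0.61 a standard error of 0.1 and an adjusted p of 0.00266, below the log2 fold change of 1 that a call needs. For Parent_37 vs. Parent_30 the adjusted p was 0.0602 without Parent_37 replicate 2. For G14_37 vs. G14_30 it was 0.0519 without G14_30 replicate 1, 0.052 without G14_30 replicate 3, and 0.111 in a fit of these 2 groups alone, and without G14_37 replicate 1 the log2 fold change fell to 1.43, with a lower adjusted p of 0.002. The heat response of CAT did not differ detectably between the strains, with a difference of 0.44 (standard error 0.84, adjusted p = 0.718) that was -0.5 without G14_37 replicate 1.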

As shown in Fig. 4a, the transcription levels of *CAT* were significantly increased in all comparison groups. In comparison group G14_37 vs. Parent_37, the expression level of *CAT* was upregulated to 1.6 Log_2_foldchange. 

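In the deposited values, CAT had a mean of 266 ± 71.3 FPKM (SD, n = 3) in Parent_37 and of 840.2 ± 970.0 in G14_37. The 3 libraries of G14_37 held 1959, 264 and 297 FPKM, and those of Parent_37 held 261, 339 and 197. On the log2 scale G14_37 was higher by 1.04 (standard error 0.59, adjusted p = 0.156 from limma), which did not pass the threshold. The log2 fold change ranged from 0.11 without G14_37 replicate 1 (standard error 0.19, adjusted p = 0.635) to 1.55 without G14_37 replicate 2 (adjusted p = 0.0482). The latter was the 1 alternative in which CAT was called. After TPM scaling it was 1.34 (adjusted p = 0.0732). The log2 ratio of the 2 group means, an estimate chosen after the values had been seen, was 1.66.

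**Figure D1:**
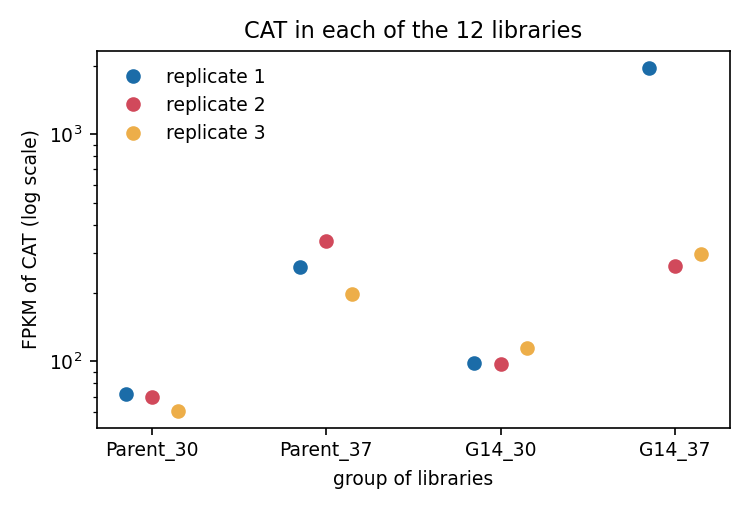
FPKM of CAT (log scale) in each of the 12 libraries, by group, with 1 point per library and the replicate number by colour. G14_37 replicate 1 lies at 1959, while replicates 2 and 3 of G14_37, at 264 and 297, lie within the range of the 3 Parent_37 libraries, 197 to 339.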

The catalase activity of the soluble protein extracts was examined according to the degradation of H_2_O_2_ [31]. The results of catalase activity were consistent with expression levels that the catalase activity of G14 at 30 °C (2.97 U/mg protein) and 37 °C (5.27 U/mg protein) was 3.9- and 2.5-fold higher than that of the parent (0.76 U/mg protein and 2.14 U/mg protein), respectively. And, in peroxisome biogenesis process, the upregulated gene *MPV17* is involved in ROS metabolism, thereby explaining the low ROS level and resistance to H_2_O_2_ stress in G14.

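MPV17 is PAS_chr2-2_0273 in the deposited table, on chromosome 2 from 1878380 to 1878973, with 164 to 1017 fragments per library. Its mean was 25.5 ± 3.99 FPKM (SD, n = 3) in Parent_30, 51.0 ± 7.2 in Parent_37, 52.8 ± 2.24 in G14_30 and 74.5 ± 11.8 in G14_37. The log2 fold change was 0.97 in Parent_37 vs. Parent_30 (standard error 0.15, adjusted p = 0.000199 from limma), 1.03 in G14_30 vs. Parent_30 (adjusted p = 0.000378) and 1.51 in G14_37 vs. Parent_30 (adjusted p = 1.87e-05). Between the strains at 37 °C it was 0.54 (adjusted p = 0.00855). With heat in G14 it was 0.48 (adjusted p = 0.0354), and that p lay above 0.05 without any 1 of the 3 G14_30 libraries or of G14_37 replicates 2 and 3, at up to 0.0964.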

**Fig. 4:**
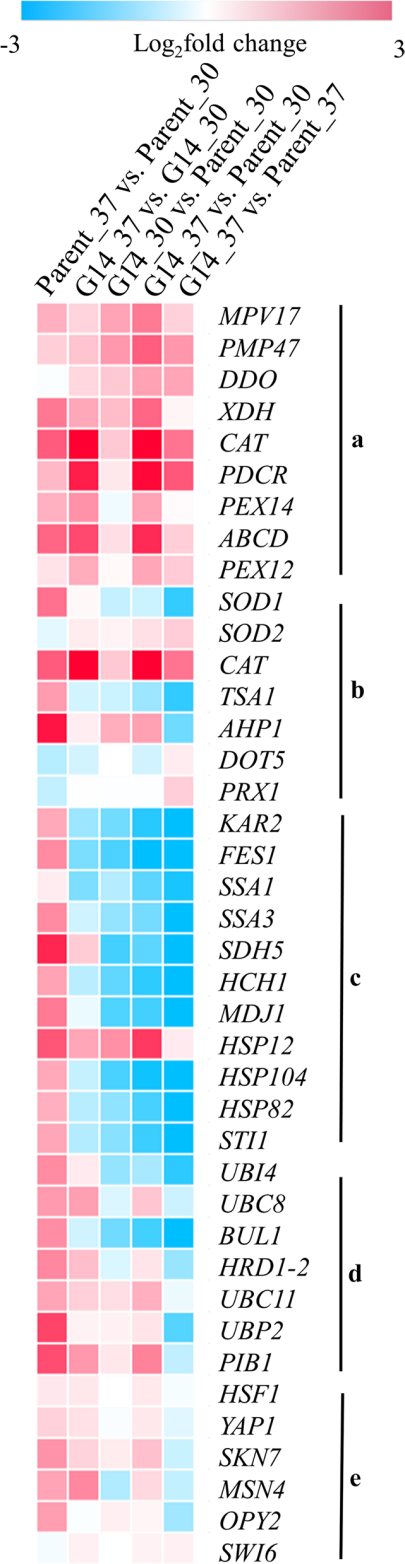
Transcriptional profile of related genes. **a** Peroxisomal protein encoding genes. **b** Genes related to antioxidant defence system. **c** HSPs and HSP related genes. **d** Ubiquitin and ubiquitin related genes. **e** Transcription factors

A gene knockdown experiment was performed to further explore the contribution of catalase on the oxidative and thermal stress cross-tolerance of G14. An episomal plasmid with a guide RNA was constructed to target dCas9 protein to the *N*-terminal region of *CAT* in G14 (Fig. 5a). Simultaneously, a control was transformed with an episomal plasmid with no guide RNA. As shown in Fig. 5a, the expression level of *CAT* was significantly repressed after knockdown. The catalase activity was reduced to 10.5 % of the control (Fig. 5b). Interestingly, the thermal and oxidative stress cross-tolerance of G14 was tremendously repressed that the *CAT* knockdown strain can barely grow under 37 °C and H_2_O_2_ medium (Fig. 5c). To cultivate cells with episomal plasmids without adding resistance reagent, the episomal plasmids will be lost soon. Therefore, we promoted the loss of episomal plasmid by not adding resistance to confirm whether the loss of plasmid restores thermotolerance of G14. We identified that the thermal and oxidative stress cross-tolerance of G14 was fully restored after plasmid loss, as expected (Additional file 1: Fig. S6). The *CAT*-knockdown plasmid was introduced into the parent (Additional file 1: Fig. S7), cells grew normally without stress treatment, but still cannot grow under stress conditions as before.

**Fig. 5:**
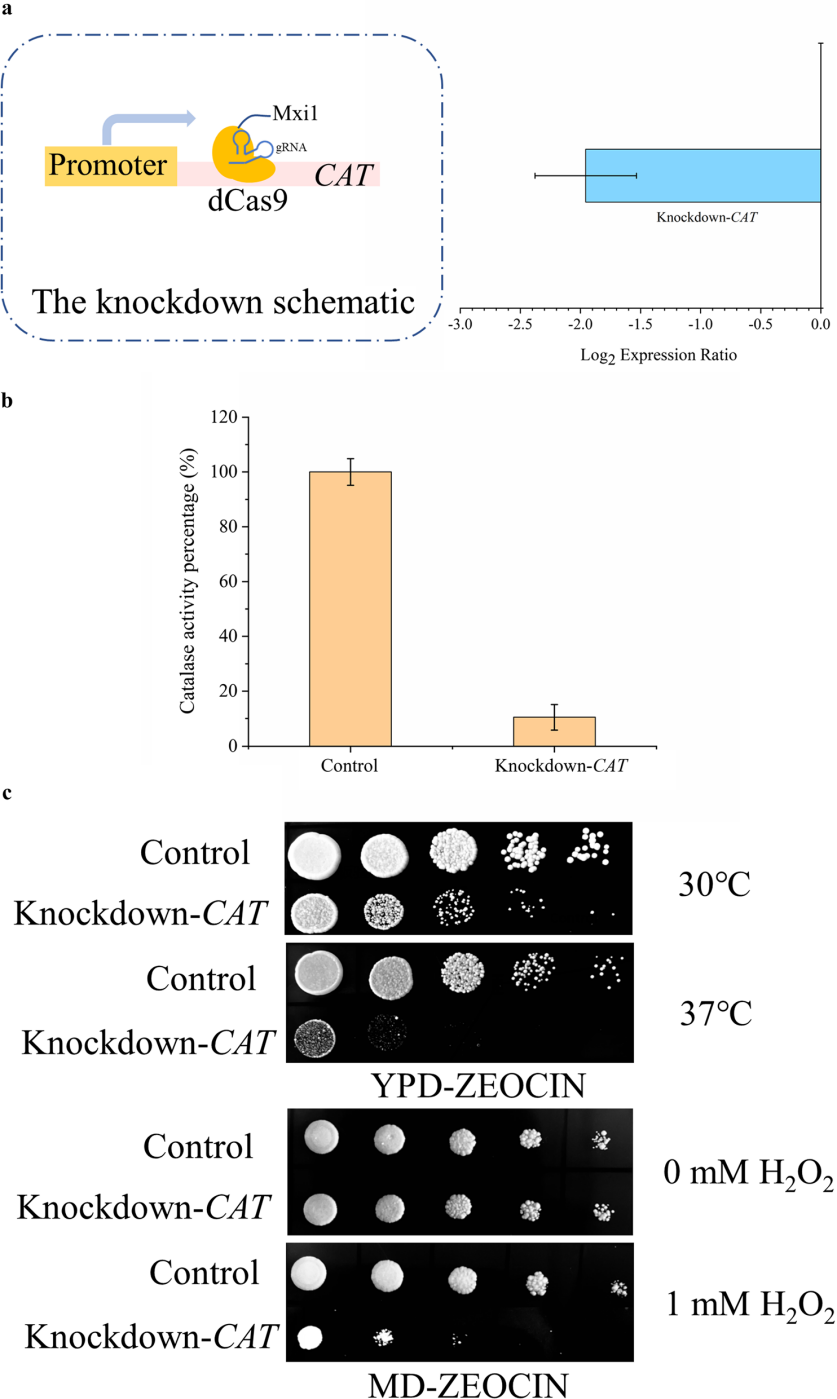
The gene knockdown of ***CAT***. **a** The schematic of gene knockdown was showed in the left side, the dCas9 with Mxi1 repressor was targeted to the N-terminus of *CAT* to repress the function of *CAT*. As showed in the right side, the efficiency of gene knockdown experiment was detected by RT-qPCR. **b** The catalase activity was measured and compared to assess the repression efficiency of dCas9 system. **c** Spot assay to test the impact caused by gene knockdown of *CAT* on cell growth of G14 at different temperature and with/without H_2_O_2_

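PMP47 is PAS_chr3_0099 in the deposited table, on chromosome 3 from 212600 to 213760, with 828 to 6195 fragments per library. Its mean was 56.9 ± 3.96 FPKM (SD, n = 3) in Parent_30, 87.8 ± 10.1 in Parent_37, 129.1 ± 6.16 in G14_30 and 209.2 ± 74.8 in G14_37. Between the strains, the log2 fold change was 1.17 at 30 °C (standard error 0.2, adjusted p = 0.00136 from limma) and 1.19 at 37 °C (adjusted p = 0.000443, and 0.92 without G14_37 replicate 1). Against Parent_30, the value of G14_37 was higher by 1.8 (adjusted p = 4.79e-05). The heat responses were smaller, 0.61 in the parent (adjusted p = 0.0208) and 0.63 in G14 (adjusted p = 0.04). The first had an adjusted p of 0.0677 without Parent_30 replicate 3 and 0.0797 without Parent_37 replicate 2. The second was 0.36 without G14_37 replicate 1, and its adjusted p lay above 0.05, at up to 0.107, without any 1 of the 6 libraries other than G14_37 replicate 3.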

The peroxisomal membrane gene *PMP47* was significantly upregulated in all comparison groups. We tagged the *PMP47* with a gene encoding green fluorescent protein (GFP) to visualize the change of peroxisome in G14 compared to the parent. As shown in Fig. 6, the larger fluorescence spots of PMP47-GFP fusion protein in G14 indicated that there may be larger peroxisomes in G14 than that in the parent. The fluorescence intensity of GFP in G14 was 4-fold higher than that in the parent. Additionally, this phenomenon was consistent with the TEM analysis. We identified organelles according to Aksam et al. [32]. In theory, the larger the peroxisome, the more peroxisomal enzymes are contained [33]. More peroxisomal enzymes were hypothesized to be embedded in the peroxisomes of G14 than the parent. Thus, we inferred that maybe the larger peroxisomes leading to stronger peroxisomal ROS buffering capacity renders the oxidative and thermal stress cross-tolerance in G14. Interestingly, we also found the cell volume of G14 was moderately smaller than the parent. Other researchers have found that the composition change in membrane [34] or cell wall [35] is generally associated with the improvement of stress tolerance in industrial strains. Therefore, we inferred that the cell membrane composition and cell wall composition were changed in the G14. The difference of cell membrane and cell wall between the parent and G14 remains to be further studied in the future.

**Fig. 6:**
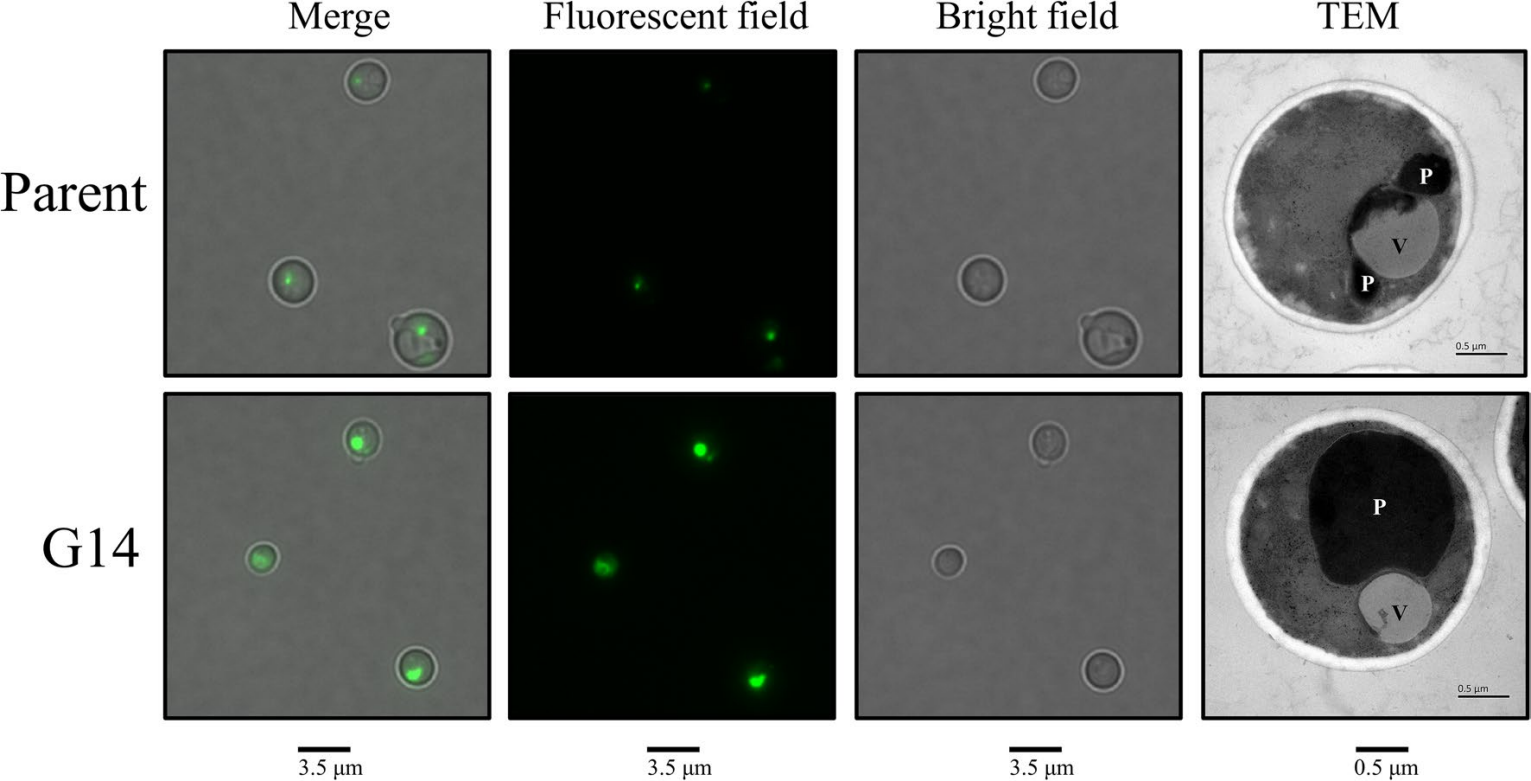
Fluorescence microscopy analysis and transmission electron microscopy (TEM) analysis. For fluorescence microscopy analysis, the peroxisomal membranes are marked by *PMP47*-*GFP* fusion protein. Hence, the volume of fluorescence spot indicates the volume of peroxisome in each sample. P, peroxisomes; V, vacuole. Scale bars, 3.5 μm (Merge, Fluorescent field, Bright field), 0.5 μm (TEM)

### Changes in expression levels of genes related to antioxidant defence system, HSPs, ubiquitin, and transcription factors

To our knowledge, function factors, such as antioxidants, HSPs, ubiquitin, and transcription factors are responsible for environmental stress tolerance in yeast. Therefore, the expression levels of key genes that possibly contribute to thermotolerance were analysed [5] (Fig. 4; Additional file 1: Table S3). 

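Table S3 lists 7 antioxidant genes for Fig. 4b, CAT among them. The number called upregulated was 4 in Parent_37 vs. Parent_30, 1 in G14_37 vs. G14_30, 0 in G14_30 vs. Parent_30, 2 in G14_37 vs. Parent_30 and 0 in G14_37 vs. Parent_37. The number called downregulated was 0, 0, 0, 1 and 3. Where limma called 0 upregulated, 1 gene in G14_30 vs. Parent_30 and 2 in G14_37 vs. Parent_37 rose with an unadjusted p under 0.05. Where it called 0 downregulated, 3, 2 and 2 genes fell with an unadjusted p under 0.05. For each of these zeros voom called 0 as well. Under limma's adjusted p alone, 6, 1, 2, 6 and 5 genes passed 0.05 over all genes, and 7, 1, 3, 6 and 5 adjusted over the list alone. In the parent the largest change with heat was in AHP1, 2.76 (standard error 0.2, adjusted p = 1.42e-06), and SOD1 rose by 1.72. In G14_37 vs. Parent_37, TSA1 had -2.46 (standard error 0.25, adjusted p = 1.08e-05), SOD1 -2.41 and AHP1 -1.63, while SOD2 had 0.61 and PRX1 0.59, each with an adjusted p under 0.05. The gene called in G14_37 vs. G14_30 was CAT, and it was not called without G14_30 replicate 1 or 3 or in a fit of these 2 groups alone. Among the libraries left out in turn, CAT was called in G14_37 vs. Parent_37 only without G14_37 replicate 2. Against Parent_30, AHP1 in G14_37 was raised by 1.13 and TSA1 had -1.24, which was not called after TPM scaling. In G14_30 vs. Parent_30 that scaling called AHP1 upregulated. Without Parent_37 replicate 2, 3 genes were called in Parent_37 vs. Parent_30.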

Some of the genes related to antioxidants were upregulated in all comparison groups (Fig. 4b). In comparison group G14_37 vs. G14_30 and G14_37 vs. Parent_30, most of the listed HSP-related genes (Fig. 4c) did not undergo transcriptional upregulation but were significantly downregulated. 

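Of the 11 HSP-related genes of Table S3, 9 had a negative log2 fold change in G14_37 vs. G14_30, and 6 of these had an adjusted p under 0.05 from limma. With the log2 fold change threshold of 1, 3 were called downregulated, among them FES1 with -1.56 (standard error 0.16, adjusted p = 0.000506), KAR2 with -1.27 and SSA1 with -2.03, whose adjusted p was 0.0802, 0.0701 and 0.0902 without G14_30 replicates 1, 2 and 3, and whose log2 fold change was -1.08 without G14_37 replicate 1. HSP12 was called upregulated, with 1.05 (adjusted p = 0.00488). Adjusted over the list alone, 10 of the 11 genes passed 0.05, against 7 over all genes. A fit of these 2 groups alone called 1 downregulated and 0 upregulated. The number called downregulated was 6 without G14_37 replicate 3, and 2 without G14_37 replicate 1 or any 1 of the 3 G14_30 libraries. HSP12 was not called without G14_30 replicate 3, G14_37 replicate 1 or G14_37 replicate 3. Compared with Parent_30, 10 of the 11 were called downregulated in G14_37, with or without any 1 of the 6 libraries, and the median of the list was -2.4. The lowest value there was -3.68 for FES1, and HSP12 again was the gene called upregulated, with 2.29. TPM scaling changed none of the numbers of called genes in the 2 comparison groups. The name HSP12 follows the gene description in the deposited table.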

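For the 7 ubiquitin-related genes of Table S3 (UBI4, UBC8, BUL1, HRD1-2, UBC11, UBP2 and PIB1), 6 log2 fold changes were positive and 1 was negative in G14_37 vs. G14_30, with a median of 0.55. They ran from -0.55 for BUL1 to 1.0 for UBC8 (standard error 0.33, adjusted p = 0.0502). By limma, 0 of the 7 were called, and voom called 0, while 4 rose and 1 fell with an unadjusted p under 0.05. The adjusted p was under 0.05 for 3 over all genes, or for 5 adjusted over the list alone. With a pseudocount of 0.1, 1 of the 7 was called upregulated. UBC8 passed both thresholds after TPM scaling, with 1.22 (adjusted p = 0.0194), and in all, that scaling called 2 genes. Without G14_37 replicate 3, 2 genes were called as well, UBC8 with 1.4, while without G14_37 replicate 1 UBC8 had 0.58 (adjusted p = 0.115). Against Parent_30, PIB1 in G14_37 was upregulated by 1.22 (adjusted p = 0.0139), which was not called without G14_37 replicate 1, with 0.69, or in a fit of these 2 groups alone, and BUL1 and UBI4 were downregulated, BUL1 by the larger amount, with -2.23. Without G14_37 replicate 1, 1 of these 2 decreases was called. TPM scaling turned the balance there, with 2 genes called upregulated and 1 downregulated. In G14_37 vs. Parent_37 all 7 log2 fold changes were negative, and 4 genes were called downregulated, or 6 without G14_37 replicate 1. After TPM scaling 3 were called downregulated and 1 value was positive.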

The expression levels of some ubiquitin-related genes (Fig. 4d) were only slightly upregulated. Hence, the antioxidant defence system and some ubiquitin-related genes, but not the HSPs, were responsible for the thermotolerance and oxidative stress tolerance of G14. 

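In G14_30 vs. Parent_30, 9 of the 11 HSP-related genes of Table S3 were called downregulated by limma, and 8 without Parent_30 replicate 1, Parent_30 replicate 2 or G14_30 replicate 1. HSP12 was called upregulated there, with 1.25 (adjusted p = 0.000445). Between the strains at 37 °C, 10 of the 11 were called downregulated in G14, with each library left out in turn as well as after TPM scaling. The median log2 fold change of the list was -1.68 at 30 °C and -3.89 at 37 °C. Over all genes, 10 had an adjusted p under 0.05 at each temperature, HSP12 among them at 30 °C, and as many did adjusted over the list alone. The paper describes some antioxidant genes as raised in every comparison group, and most HSP-related genes as lowered in G14. From this it concludes that antioxidant defence and some ubiquitin-related genes carry the tolerance of G14, and that the HSPs do not. Here limma called 0 of the 7 antioxidant genes upregulated in G14_30 vs. Parent_30. In G14_37 vs. Parent_37 it called 0 up and 3 down. With heat in G14 it called 1 up, and in G14_37 vs. Parent_30 2 up and 1 down.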

Although oxidative stress is considered to be secondary stress under thermal conditions [36], in fact, according to our research, we believe that once high temperature is encountered, cells will be immediately impacted by oxidative stress. 

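Whether the heat response differed between the strains was tested by the contrast of the 2 responses. It called 783 genes, 219 with a higher and 564 with a lower response in G14 than in the parent, and 1796 genes had an adjusted p under 0.05 from limma. Without G14_37 replicate 1, 699 of the 783 were still called among 870. After TPM scaling 686 were still called among 755, and the share with a higher response in G14 rose from 28.0% to 38.1%. Across all 5080 transcripts, the 2 heat responses had a Pearson's r of 0.49, a Spearman's rho of 0.46 and a total-least-squares slope of G14 on the parent of 0.36, and genes are not independent replicates. The slope was 0.25 without G14_37 replicate 1 and 0.47 without G14_37 replicate 3. Of the 712 genes upregulated in the parent, 502 also rose in G14 and 68 were called there, and of the 384 downregulated, 348 also fell and 40 were called. The largest differences among all called genes were 3.35 for PAS_chr1-4_0292 and 3.22 for PAS_chr1-1_0030, an amino acid permease gene. The lowest were -4.06 for a transcript outside the annotation on chromosome 2 (1136346 to 1136830, 0 to 459 fragments per library) and -3.93 for PAS_chr3_0895, a MAP kinase gene.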

The antioxidant defence system is controlled by OSR, and HSPs are mediated by HSR. 

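All 11 HSP-related genes of Table S3 had a lower heat response in G14 than in the parent. In the contrast of the 2 responses 9 of them were called, with a median difference of -2.03, and 11 without G14_37 replicate 1 or without G14_37 replicate 3. The difference was -2.98 for FES1 (standard error 0.22, adjusted p = 1.06e-05 from limma) and -2.33 for KAR2. For SSA1 it was -2.3 (standard error 0.85, adjusted p = 0.0565) and not called, though the adjusted p lay between 0.00156 and 0.0491 without any 1 of the 3 G14_37 libraries, and the difference between -2.95 and -1.36, the smallest without replicate 1. Of the 7 antioxidant genes, 3 were called with a lower response in G14, AHP1 (-2.56), TSA1 (-1.78) and SOD1 (-1.68). With a higher response in G14, 0 of them were called by limma, TPM scaling or voom. SOD2 and PRX1 had a higher response in G14 with an adjusted p under 0.05, which are also the 2 with an unadjusted p under 0.05 in that direction. With the replicate number as a block, 1 antioxidant gene had a higher response with an adjusted p under 0.05. Of the ubiquitin-related genes, 3 were called with a lower response, or 5 without G14_37 replicate 1, the largest being UBP2 (-2.1).

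**Figure D2:**
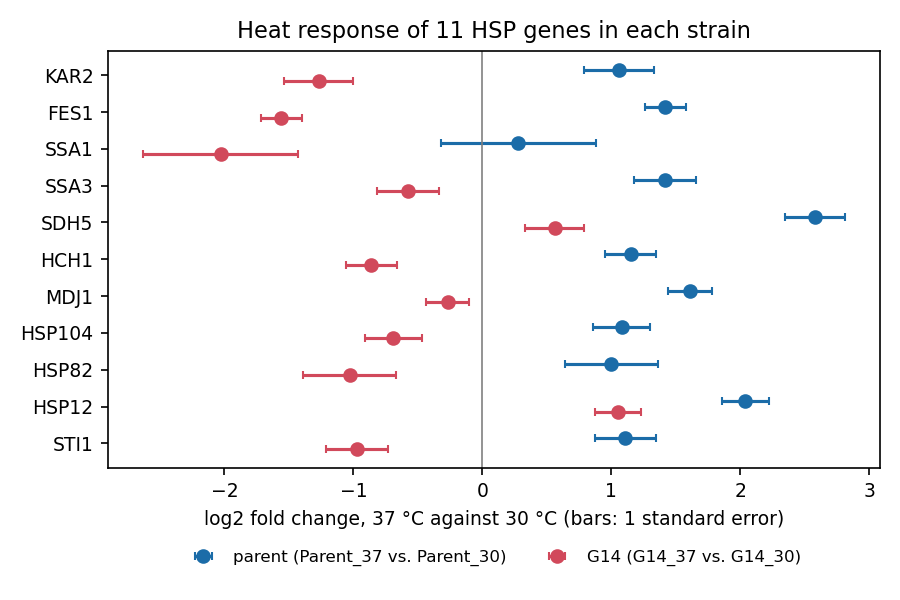
Log2 fold change at 37 °C against 30 °C of the 11 HSP-related genes in the parent and in G14, as points with bars of 1 standard error from limma (3 libraries per group). In each of the 11 genes the value of G14 lies to the left of that of the parent, with the deposited scaling as after TPM scaling.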

In the parent, according to the result of comparison group Parent_37 vs. Parent_30, both these two resistance systems (OSR and HSR) were induced, while in G14 only OSR was induced. Based on the current results, under thermal stress, OSR may be induced prior to HSR, when it fails to overcome, the cells start the protective program of HSR.

In comparison group Parent_37 vs. Parent_30, the parent at 37 °C versus at 30 °C, the most significantly upregulated pathway was autophagy (Fig. 3b). 

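The autophagy set made from the gene descriptions holds 13 genes. Of these, 30.8% were upregulated in Parent_37 vs. Parent_30, against 11.2% of the other described genes (4 genes, Fisher's exact test, one-sided). The odds ratio and p equal those of the MAP kinase set, which has as many genes and as many of them upregulated. With 1 library left out, the adjusted p lay between 0.334 and 1. Over all genes of the set, fry found them raised (adjusted p = 0.00322), and camera gave 0.88. The lowest adjusted p of a set among the upregulated genes of this comparison group was 0.0591, for 19 genes named for meiosis, of which 7 were upregulated (odds ratio 4.64). In the other 4 comparison groups the autophagy set had an adjusted p of 1 by Fisher's test, and 0.0316 by fry in G14_37 vs. Parent_30. There limma and voom called 0 of the 13 upregulated, with 6 rising at an unadjusted p under 0.05, and TPM scaling called 4 (adjusted p = 0.45).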

The finding was consistent with the severe cell apoptosis and death in the parent under thermal stress. However, the peroxisome pathway was also significantly upregulated in comparison group Parent_37 vs. Parent_30. 

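Of the 36 genes of the peroxisome set, 9 were upregulated in Parent_37 vs. Parent_30, 25.0% against 11.2% of the other described genes (odds ratio 2.65, one-sided Fisher's exact test, p = 0.0161). After adjustment over the 70 tests the p was 0.225, and with 1 library left out it lay between 0.0869 and 1. The median of the set against Parent_30 was 0.52, 0.71 and 0.61 on the log2 scale in the 3 Parent_37 libraries.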

The parent had higher cellular ROS levels but considerably lower catalase activity than G14. These results indicated that the ROS buffering capacity in the parent was not strong enough. With the failed OSR in the parent, the HSR started. 

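With growth of the parent at 37 °C instead of 30 °C, all 11 HSP-related genes of Table S3 had a positive log2 fold change. By limma 10 were called upregulated, with the deposited scaling as after TPM scaling, and 8 without Parent_37 replicate 2. The same 10 passed an adjusted p of 0.05 over all genes, and 10 did so adjusted over the list alone. Voom called 9. The values ran from 0.28 for SSA1 (standard error 0.6, adjusted p = 0.71) to 2.58 for SDH5 (standard error 0.23, adjusted p = 4.8e-06), with a median of 1.15. HSP12 rose by 2.04. In a fit of these 2 groups alone, where the spread of G14_37 does not enter, SSA1 had an adjusted p of 0.0319 at the same fold change, under the threshold of 1.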

As shown in Fig. 4c, most genes related to HSPs were significantly upregulated in comparison group Parent_37 vs. Parent_30. In addition, all listed ubiquitin relative genes were considerately upregulated (Fig. 4d), proving that thermal stress leads to the aggregation of toxic proteins that need to be marked by the ubiquitin and then degraded. 

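All 7 ubiquitin-related genes of Table S3 were called upregulated in Parent_37 vs. Parent_30, with each library left out in turn as well as after TPM scaling. The log2 fold changes ran from 1.11 for UBC11 (standard error 0.12, adjusted p = 1.91e-05 from limma) to 2.24 for UBP2 (standard error 0.11, adjusted p = 2.01e-07). UBI4, the polyubiquitin gene, rose by 1.41 (adjusted p = 2.7e-05). Adjusted over the list alone, all 7 passed 0.05. From these increases, the paper concludes that thermal stress makes toxic proteins aggregate, which ubiquitin then marks for degradation.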

Transcription factors who are responsible for environmental stress tolerance were upregulated in comparison group Parent_37 vs. Parent_30, G14_37 vs. G14_30, and G14_37 vs. Parent_30 (Fig. 4e), showing normal response of yeast under thermal stress. However, owing to the contribution of catalase, this trend in comparison group G14_37 vs. Parent_37 was different.

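Table S3 lists 6 different transcription factor genes, SWI6 2 times among them. With heat in the parent, 5 of the 6 had a positive log2 fold change with an adjusted p under 0.05 from limma, and 3 were called upregulated, SKN7 (1.25, adjusted p = 0.000415), OPY2 (1.19) and MSN4 (1.13). Without Parent_37 replicate 2, 2 of them were called. With heat in G14, MSN4 was called, with 1.25 (standard error 0.3, adjusted p = 0.0153), except without G14_37 replicate 1 (log2 fold change 0.82) or G14_30 replicate 3 (adjusted p = 0.0609) and in a fit of these 2 groups alone. Adjusted over the list alone, 3 genes passed 0.05 there. Against Parent_30, all 6 log2 fold changes of G14_37 were positive, with a median of 0.24, but that of MSN4 was -0.13 without G14_37 replicate 1. By limma 0 of them were called, as by voom, and 2 had an unadjusted p under 0.05. The adjusted p was under 0.05 for SKN7, with 0.69 (adjusted p = 0.0179), except without Parent_30 replicate 1 (0.0504) or G14_37 replicate 2 (0.0522), and at 0.05 without Parent_30 replicate 3. After TPM scaling, 1 was called and 5 had an adjusted p under 0.05.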

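In G14_37 vs. Parent_37, 5 of the 6 transcription factor genes had a negative log2 fold change, 4 of them with an adjusted p under 0.05 from limma, and the median was -0.45. OPY2 was called downregulated, with -1.09 (standard error 0.11, adjusted p = 8.11e-06). After TPM scaling it was not called, and 2 of the 6 values were positive. Without G14_37 replicate 1, 2 genes were called downregulated. In the contrast of the heat responses, OPY2 was the gene called, with a lower response in G14. The paper attributes the different trend in this comparison group to catalase.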

## Discussion

The role of redox balance in oxidative stress has been extensively studied. Thermal stress also induces oxidative stress in cells, so redox balance contributes to thermotolerance as well. HSR and OSR play crucial roles under thermal stress, but their coordinated regulation of thermotolerance mechanism is still unclear. Thermotolerance is one of the desirable features for yeasts during fermentation production. Our results indicated that the OSR in G14 induced strong peroxisomal ROS buffering, which helps promote its thermal and oxidative stress cross-tolerance. Nevertheless, the upregulation of antioxidant defence systems in the parent failed to reduce thermal stress-induced cellular ROS levels in time. The parent had to start HSR, leading to the upregulation of HSP-related genes. However, the cells cannot recover, thereby inducing the autophagy pathway and resulting in severe cell death. Therefore, we boldly speculate that OSR and HSR in yeast are activated in order upon thermal stress: OSR is activated first, and if it fails, HSR is activated. This inference still needs more research to prove.

OSR is responsible for preventing cell damages from loss of physiologically proper redox balance. To our knowledge, environmental stresses trigger ROS generation, which causes redox imbalance, damage cellular components, and reduce cell viability [7, 37, 38]. Cellular ROS accumulation aggregates denatured protein [39] and consequently disturbs the normal protein expression [40]. The antioxidant defence system scavenges the ROS generated in yeast cells and requires the presence of antioxidants such as superoxide dismutase, catalase, thioredoxins, peroxiredoxin, and glutathione [16, 41–44]. Peroxisomes are responsible for cellular ROS generation and detoxification [33, 45]. Catalase, known as a ROS scavenger, is mostly localized in peroxisomes [46]. In xylose alcoholic fermentation, the active fission of peroxisomes and an increase of peroxisomes size enhances the efficient ROS detoxification [33]. Overexpression of peroxisomal biogenesis gene *PEX34* improves xylose alcoholic fermentation efficiency [33]. Consistent with these results, the peroxisomes size in G14 was larger than that in the parent (Fig. 6), implying a higher level of catalase. *K. phaffii* can utilize methanol as the sole carbon resource to produce heterologous proteins. The function of peroxisomes and methanol utilization pathway is responsible for methanol catabolism [47, 48]. Therefore, the peroxisome pathway might be an important target to improve stress tolerance and protein expression of *K. phaffii*.

In yeast, HSPs maintain protein structure. The synthesis of HSPs is controlled by HSR with the heat shock transcription factor 1 (*HSF1*) as the primary regulator [12]. 

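HSF1 (PAS_chr2-1_0026, chromosome 2, 49531 to 51141) had a mean of 70.2 ± 5.77 FPKM (SD, n = 3) in Parent_30, 88.1 ± 9.02 in Parent_37, 69.1 ± 4.1 in G14_30 and 83.2 ± 4.26 in G14_37. The log2 fold change was 0.32 in Parent_37 vs. Parent_30 (standard error 0.1, adjusted p = 0.0172 from limma), with an adjusted p of 0.0744, 0.0675 and 0.0552 without Parent_30 replicate 1, Parent_37 replicate 1 and Parent_37 replicate 3. With heat in G14 it was 0.26 (adjusted p = 0.074), and 0.48 after TPM scaling (adjusted p = 0.0148). The difference in heat response between the strains was -0.06 (standard error 0.14, adjusted p = 0.783), and 0.04 after TPM scaling. With 1 library left out it lay between -0.14 and 0.01.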

The thermotolerant mutant and the parent had slightly induced *HSF1* under thermal stress, whereas the expression levels of most HSP-related genes were considerably different (Fig. 4c). Although many HSP-related genes were highly upregulated, the parent still failed to achieve thermotolerance. It may because of the protection from HSPs is only short-acting [12] that once the duration of thermal stress is enhanced, the cells ultimately undergo cell death. Although the overexpression of HSP has been applied to improve the thermotolerance [49, 50], the effects are not ideal. We assumed that preventing protein misfolding by OSR is more important than the repair by HSR after damage. This study provides evidence that the OSR in the programmed thermotolerance mechanism is to reduce oxidative stress and prevent the formation of misfolded proteins and thus is the key to improving the thermotolerance of yeast.

Laboratory evolution is one of the operative techniques to associate genotypes with phenotypes. After genome sequencing, we found many gene mutations in G14 relative to the parent. The genome sequencing data will be correlated to RNA-seq data to analyse the contribution of specific gene mutations to the thermotolerance and oxidative stress tolerance of *K. phaffii* in the future and facilitate the rational engineering of robust strains. Based on RNA-seq results, overexpression or down-regulation of the identified gene targets will be carried out in the parent to evaluate their contributions to thermotolerance.

## Conclusions

This study revealed the possible contribution of peroxisomes in the thermotolerance of yeast. A stronger OSR with high expression of peroxisomal catalase may protect yeast from thermal and oxidative stress. Our findings provide new insight into the thermotolerance mechanism of yeast and highlight the potential method for constructing thermotolerant yeasts by enhancing its ability to remove cellular ROS and maintain redox balance.

## Methods

### Strains and breeding method

The *K. phaffii* used as the parent is a recombinant GS115 constructed previously in our laboratory, expressing a recombinant lipase [51]. Usually, for cell growth, GS115 is cultured at 30 °C, for heterologous protein expression, the temperature is 28 °C. The breeding method was modified according to Satomura et al. [52]. Cells were treated with atmospheric and room temperature plasmas (ARTP) [53] before adaptive evolution to acquire potential mutations. The lethal rate was controlled at 90%. An aliquot of pre-cultured ARTP treated cells was inoculated into a 250 mL shake-flask with 100 mL of fresh YPD medium at 32 °C. For the control, the parent was grown at 30 °C. The initial OD_600_ of samples was 0.1. OD_600_ for both was measured after 3 days. The OD_600_ ratio between the cells at the high acclimation temperatures (32-38 °C) and the parent at non-stressed condition (30 °C) was analysed to evaluate whether the cells adapt to high acclimation temperature. This adaption process was repeated several rounds until the evolved cells adapted to 32 °C, that is, the OD_600_ ratio was stably over 1 for three generations. The cells were stepwise adapted to 34 °C, 36 °C, and 38 °C. Olive oil/rhodamine B screening plate (1% olive oil and Polyvinyl Alcohol emulsion, 100 mM potassium phosphate (pH 6.0), 1.34% yeast nitrogen base without amino acids, 4 × 10^− 5^% biotin, 1 × 10^− 3^% rhodamine B, 0.5 % methanol) was used to isolate thermotolerant and lipase productive strains from the evolved cells under 37 °C. Briefly, the series of tenfold diluted culture was diluted and plated on olive oil/rhodamine B screening plate. The lipase secreting from the colony catalyses the olive oil into fatty acid, which reacts with rhodamine B to form a red visible circle around the colony. The volumes of red visible circles indicate the lipase activity of single colonies. Hence, the colonies with large red visible circle were isolated for further exploration. After that, the thermotolerant isolates were cultured at non-stress condition (30 °C) for a 45-day passage and then switched to be cultured at stress condition (37 °C) to test their genetic stability.

### Spot assay

For spot assay, yeast cells were cultivated in 5 mL of YPD medium at 30 °C to mid-logarithmic phase. Cell pellets were harvested through centrifugation and washed with sterile saline. The OD_600_ of cell suspension was adjusted to 1.0. Ten-fold serial dilutions of cell suspension were prepared for spot assay. Heat sensitivity, oxidative stress sensitivity, and cell wall integrity were studied by spotting equal amounts of cells onto solid YPD plate, MD (1.34% yeast nitrogen base, 4 × 10^− 5^% biotin, 2 % glucose) solid medium supplemented with 1 mM H_2_O_2_, and YPD solid medium supplemented with 100 µg/mL Congo Red. Photographs were taken after 3 days of incubation.

### Expression of the recombinant lipase

The lipase expression by the parent and the isolates were performed according to Sha et al. [51]. Briefly, a single colony of each sample was picked and inoculated in BMGY/BMMY fermentation medium at 28 and 37 °C for batch-flask-fermentation. The expression of the lipase was induced by methanol every 24 h. And, 1 mL of cell culture was collected for further determination every 24 h. The culture supernatants were collected for protein concentration and lipase activity determination [51]. The protein concentration was measured by Bradford method [54]. Briefly, the lipase activity was measured on emulsified p-nitrophenyl palmitate (pNPP). The variation of the absorbance at 410 nm of the assay against a blank was monitored for 2 min using a microplate reader (BioTek, USA). One enzyme unit was defined as the amount of enzyme releasing 1 µmol of p-nitrophenol per minute under the assay conditions.

### ROS level, MDA concentration, and cell damage determination

Intracellular ROS was measured using 2,7-dichlorodihydrofluoroscein diacetate (DCFH-DA) [55]. The cells were harvested through centrifugation, resuspended in PBS, and treated in 10 µM DCFH-DA dissolved in DMSO for 1 h at 30 °C or 37 °C. After centrifugation, the cell pellets were resuspended in PBS and crushed by glass bead disruption. The supernatant was collected, and DCF fluorescence intensity was measured at an excitation wavelength of 480 nm and an emission wavelength of 525 nm. MDA assay kit (Solarbio, China) was used to measure MDA [7] concentration. A total of 5 × 10^7^ cells were harvested through centrifugation, and the cell pellets were resuspended in extraction buffer and crushed by glass bead disruption. The supernatant was collected for further determination as instructed in the user manual. The protein concentrations of both supernatants were measured by Bradford method [54]. DCF fluorescence intensity was normalized to the protein level of the supernatant. Three biological replicates of each sample were adopted to ensure data reliability.

A total of 2.5 × 10^7^ cells were harvested for the assessment of apoptosis and necrosis [13] by Annexin V-FITC Apoptosis Detection Kit (Beyotime, Shanghai, China). The cells were analysed by Flow cytometry (BD, USA) with an excitation wavelength of 488 nm and an emission wavelength of 515–535 nm. Before staining, the cells were treated with enzyme solution (1 % cellulase, 0.5 % snail enzyme, 0.25 % lysozyme) for 1.5-2 h. The staining process was performed following the manufacturer’s recommendations. After staining, the samples must be detected within 1 h. The raw data of flow cytometry were analysed by FlowJo software (FlowJo, USA). Statistical analysis was performed with Microsoft Office Excel 2019 (Microsoft).

### RNA-sequencing

Samples for RNA-seq were collected from cell cultures in YPD medium under 30 or 37 °C at the logarithmic phase. Three biological replicates of each sample were adopted to ensure data reliability. The cDNA library construction and sequencing service were provided by Novogene, Beijing, China (http://www.novogene.cn/). Sequencing libraries were generated using NEBNext^®^ Ultra™ RNA. Library Prep Kit for Illumina^®^ (NEB, USA) following the manufacturer’s recommendations. All samples were sequenced on an Illumina NovaSeq 6000 platform and 150 bp paired-end reads were generated. For the reads mapping, the reference genome, and gene model annotation files of *K. phaffii* were downloaded from PICHIAGENOME database (http://pichiagenome-ext.boku.ac.at:8080/apex/f?p=100:1:12609695393049::NO::::YES). Raw data (raw reads) of fastq format were firstly processed through in-house Perl scripts. In this step, clean data (clean reads) were obtained by removing reads containing adapter, reads containing ploy-N, and reads with low quality from raw data. At the same time, Q20, Q30 of the clean data were calculated. All the downstream analysis was based on the clean data with high quality. The resulting *P*-values were adjusted using the Benjamini and Hochberg’s approach for controlling the false discovery rate. Genes with an adjusted *P*-value < 0.05 found by DESeq2 were assigned as differentially expressed. In order to evaluate the differences between groups and the repetition of samples within groups, PCA was performed. ANOSIM was carried out in R with the vegan package to further test group differences based on Bray-Curtis distance matrices [56]. PCA and KEGG pathway enrichment analysis were implemented by the Novogene cloud platform (https://magic.novogene.com).

### RNA isolation and RT-qPCR

Transcription level of genes were examined by RT-qPCR. Cells of logarithmic growth phase were collected. Cell pellets were immediately frozen in liquid nitrogen. Total RNA was extracted using Yeast RNAiso Kit (Takara, China). The PrimeScript™ RT reagent Kit with gDNA Eraser (Perfect Real Time) from Takara was used to synthesize cDNA. The *actin* gene served as a reference gene. Amplification primers of genes were listed in Additional file 1: Table S4. Amplification was achieved using 2*SG Fast qPCR Master Mix (High Rox) (Sangon Biotech, China) in the ABI StepOne Plus Real-Time PCR System (ABI, Germany). All experiments were independently performed in triplicate. Relative expression level of gene was analysed by the 2^−[delta][delta]Ct^ method [57].

### Catalase activity assay

Catalase activity was assayed by measuring the degradation of H_2_O_2_ at 240 nm using the extinction coefficient for H_2_O_2_ of 39.4 M^− 1^ cm ^− 1^ [58]. One unit of catalase activity catalyzed the disappearance of 1 µmol of H_2_O_2_ per min. Briefly, a total of 1 × 10^8^ cells were harvested and suspended in PBS and then lysed by glass bead disruption. After centrifugation, the protein concentrations of supernatants were measured by Bradford method. A 200 µL of the extract was added to the H_2_O_2_ reaction system. The absorbance at 240 nm was recorded at 0 and 1 min.

### Plasmid construction

For the construction of *PMP47-GFP* plasmid, the sequence of *PMP47* was cloned from genome of *K. phaffii*. A GFP sequence was linked at the C-terminal of *PMP47* with a linker, 5’-GGTGGTGGTGGTTCTGGTGGTGGTGGTTCT-3’. For the construction of episomal knockdown plasmid, a dCas9 (D10A; H840A) linked with a Mxi1 repressor and gRNA scaffold cassette were acquired by gene synthesis (Sangon Biotech, Shanghai) according to Weninger et al. [59]. The schematic of dCas9 system was showed in Fig. 5a. A guide RNA (gRNA), 5’-TTCCACCAAGTTTTACACAG-3’, was constructed into the knockdown plasmid to target the N-terminal region of *CAT*. For the construction of episomal lipase gene knockout plasmid, Cas9 and gRNA (5’-ATATTAACAAGAGCGTTCAA-3’) were also acquired by gene synthesis according to Weninger et al. [59]. The knockout of lipase gene was confirmed by PCR and sequencing. The inactivation of lipase gene was further confirmed by plating gene knockout strains on olive oil/rhodamine B screening solid medium. A control was constructed with no guide RNA. These plasmids carried zeocin resistance cassette. The Zeocin™ selection antibiotic was purchases from Thermo Fisher (Thermo Fisher, USA). The rescue of the episomal plasmid was carried out by culturing cells for a few rounds in medium plate without zeocin selection antibiotic until cells could not grow on zeocin selection plate.

### Fluorescence microscopy and transmission electron microscopy

Fluorescence microscopy was performed on a Leica DMi8 fluorescence microscope (Leica, Germany). GFP signal was visualized with a 460–500 nm bandpass excitation filter, a 505-nm dichromatic mirror, and a 512–542 nm bandpass emission filter. Over 200 cells of each sample were randomly chosen for observation. For TEM, cells were harvested at the logarithmic growth phase. The TEM sample preparation method was as follows: cells were pre-fixed with 5 % glutaraldehyde, and then rinsed with 0.1 M phosphate buffer; next, cells were fixed with 1 % osmic acid and rinsed with 0.1 M phosphate buffer; gradient dehydration of cells with ethanol was performed before soaked and embedded with epoxy resin. Finally, the ultra-thin sections of prepared cell samples were placed under a transmission electron microscope (HITACHI H-7650, Hitachi, Japan) for observation. Over 100 cells of each sample were randomly chosen for observation.

## Supplementary Information

**Additional file 1**: **Table S1** Number of generations for each temperature gradient. Table S2 Overall quality of the generated sequencing data for each group. Table S3 The information of genes in Fig. 4. 

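Table S3 holds 41 entries for 39 different genes, since CAT stands in 2 lists and SWI6 is entered 2 times. All 39 gene identifiers were found in the deposited table. For 3 of the HSP-related genes, the name beside an identifier in Table S3 is not the one in the description that the deposited table gives for it. The identifier listed for HSP12 is described as HSP104, that for HSP104 as HSP82, and that for HSP82 as HSP12. The values here follow the descriptions, and the counts over the list do not depend on which name is used.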

Table S4 List of genes and primers for RT-qPCR used in this study. **Fig. S1**. Spot assay to show the impact of lipase gene in the thermotolerance of G14. **Fig. S2**. The Annexin V-FITC/PI staining was analyzed by flow cytometry for cell apoptosis and necrosis. **Fig. S3**. The test of cell wall integrity by Congo Red resistance test. **Fig. S4**. The correlation of samples by principal-component analysis (PCA) and analysis of similarities (ANOSIM). **Fig. S5**. Expression level of peroxisomal protein encoding genes in five comparison groups. **Fig. S6**. Spot assay to show the stress tolerance of G14 was recovered after losing *CAT* gene knockdown episomal plasmid. **Fig. S7**. Spot assay to test the impact caused by gene knockdown of *CAT* on cell growth of the parent at different temperature and with/without H_2_O_2_.

## Data Availability

Not applicable.

# Supplementary material for: Augmented peroxisomal ROS buffering capacity renders oxidative and thermal stress cross-tolerance in yeast
**Source:** Microb Cell Fact. 2021 Jul 12;20:131. doi: 10.1186/s12934-021-01623-1
**Supplement:** Supplementary file 1 — Additional file 1: Table S1 Number of generations for each temperature gradient. Table S2 Overall quality of the generated sequencing data for each group. Table S3 The information of genes in Fig. 4. Table S4 List of genes and primers for RT-qPCR used in this study. Fig. S1. Spot assay to show the impact of lipase gene in the thermotolerance of G14. Fig. S2. The Annexin V-FITC/PI staining was analyzed by flow cytometry for cell apoptosis and necrosis. Fig. S3. The test of cell wall integrity by Congo Red resistance test. Fig. S4. The correlation of samples by principal-component analysis (PCA) and analysis of similarities (ANOSIM). Fig. S5. Expression level of peroxisomal protein encoding genes in five comparison groups. Fig. S6. Spot assay to show the stress tolerance of G14 was recovered after losing CAT gene knockdown episomal plasmid. Fig. S7. Spot assay to test the impact caused by gene knockdown of CAT on cell growth of the parent at different temperature and with/without H2O2.

**Additional File 1**

**Augmented peroxisomal ROS buffering capacity renders****oxidative and thermal stress cross-tolerance in yeast**

Nai-Xin Lin, Rui-Zhen He, Yan Xu, and Xiao-Wei Yu^^[[1]](#footnote-1)^*^

TABLES

**Table S1 Number of generations for each temperature gradient**

| Temperature | OD_600_ Ratio | Generations |
| --- | --- | --- |
| From 30 °C to 32 °C | 1.12 | 6 |
| From 32 °C to 34 °C | 1.17 | 16 |
| From 34 °C to 36 °C | 1.26 | 38 |
| From 36 °C to 38 °C | 1.34 | 126 |

OD_600_ Ratio: the OD_600_ ratio between the cells at the high acclimation temperatures (32 °C-38 °C) and the parent at non-stressed condition (30 °C). When the ratio was stably over 1 for three generations, we deemed that the cells has adapted to the temperature, and then switch next acclimation temperature.

Generations: the number of generations required for the cells to adapt to the temperature.

**Table S2 Overall quality of the generated sequencing data for each group**

| Sample name | Raw reads | Clean reads | Total map | Clean bases | Error rate (%) | Q20 (%) | Q30 (%) |
| --- | --- | --- | --- | --- | --- | --- | --- |
| Parent_30_1 | 33993002 | 33015202 | 31202366(94.51%) | 4.95G | 0.03 | 97.77 | 93.69 |
| Parent_30_2 | 31070996 | 30038964 | 28619276(95.27%) | 4.51G | 0.03 | 97.48 | 93.09 |
| Parent_30_3 | 39582658 | 38402992 | 36753707(95.71%) | 5.76G | 0.03 | 97.75 | 93.65 |
| G14_30_1 | 31014942 | 30066370 | 28888350(96.08%) | 4.51G | 0.03 | 97.71 | 93.57 |
| G14_30_2 | 50127200 | 48920978 | 47199229(96.48%) | 7.34G | 0.03 | 97.74 | 93.6 |
| G14_30_3 | 46515544 | 45331768 | 43870140(96.78%) | 6.8G | 0.03 | 97.91 | 93.98 |
| Parent_37_1 | 35765524 | 35236674 | 32978488(93.59%) | 5.29G | 0.03 | 97.12 | 92.26 |
| Parent_37_2 | 35613524 | 34520228 | 32129036(93.07%) | 5.18G | 0.03 | 97.38 | 92.88 |
| Parent_37_3 | 51576390 | 50131188 | 47048997(93.85%) | 7.52G | 0.03 | 97.54 | 93.22 |
| G14_37_1 | 35618554 | 34615440 | 33199922(95.91%) | 5.19G | 0.03 | 97.82 | 93.82 |
| G14_37_2 | 41040000 | 40594014 | 39051765(96.2%) | 6.09G | 0.03 | 97.2 | 92.09 |
| G14_37_3 | 35579878 | 34630986 | 33344584(96.29%) | 5.19G | 0.03 | 97.51 | 93.12 |

Error rate: sequencing error rate. Q20: the bases amount ratio of error rate ≤ 1%. Q30: the bases amount ratio of error rate ≤ 0.1%.

**Table S3** **The information of genes in Fig. 4**

| Gene name | Gene ID | Gene description |
| --- | --- | --- |
| **Peroxisomal protein encoding genes** | | |
| *MPV17* | 8198677 | Protein required for ethanol metabolism |
| *PMP47* | 8199380 | Peroxisome membrane protein 47 |
| *DDO* | 8199538 | D-aspartate oxidase |
| *XDH* | 8199216 | Putativexanthine dehydrogenase |
| *CAT* | 8198267 | Catalase |
| *PDCR* | 8199722 | Peroxisomal C4-dienoyl-CoA reductase, auxiliary enzyme of fatty acid beta-oxidation |
| *PEX14* | 8200572 | Peroxisomal membrane peroxin |
| *PXA* | 8198676 | Subunit of a heterodimeric peroxisomal ATP-binding cassette transporter |
| *PEX12* | 8200652 | RING-finger peroxisomal membrane peroxin |
| **Genes related to antioxidant defense system** | | |
| *SOD1* | 8200564 | Cytosolic superoxide dismutase |
| *SOD2* | 8197288 | Mitochondrial superoxide dismutase |
| *CAT* | 8198267 | Peroxisomal catalase |
| *TSA1* | 8198279 | Thioredoxin peroxidase |
| *AHP1* | 8197158 | Thiol peroxidase |
| *DOT5* | 8196659 | Nuclear thiol peroxidase |
| *PRX1* | 8200260 | Mitochondrial peroxiredoxin |
| **HSPs and HSP related genes** | | |
| *KAR2* | 8198455 | A chaperone to mediate protein folding |
| *FES1* | 8198161 | Hsp70 (Ssa1p) nucleotide exchange factor |
| *SSA1* | 8200820 | Member of HSP70 family |
| *SSA3* | 8199979 | ATPase involved in protein folding and the response to stress |
| *SDH5* | 8199011 | Essential Hsp90p co-chaperone |
| *HCH1* | 8200190 | Co-chaperone that binds to Hsp82p and activates its ATPase activity |
| *MDJ1* | 8198223 | Co-chaperone that stimulates the ATPase activity of the Hsp70 protein Ssc1p |
| *HSP12* | 8197412 | Plasma membrane protein involved in maintaining membrane organization in stress conditions |
| *HSP104* | 8197345 | Heat shock protein that cooperates with Ydj1p (Hsp40) and Ssa1p (Hsp70) |
| *HSP82* | 8201336 | Heat shock protein Hsp90 |
| *STI1* | 8198440 | Hsp90 co-chaperone |
| **Ubiquitin and ubiquitin related genes** | | |
| *UBI4* | 8200655 | Ubiquitin |
| *UBC8* | 8199657 | Ubiquitin-conjugating enzyme that negatively regulates gluconeogenesis |
| *BUL1* | 8198980 | Ubiquitin-binding component of the Rsp5p E3-ubiquitin ligase complex |
| *HRD1-2* | 8200726 | Ubiquitin-protein ligase |
| *UBC11* | 8200408 | Ubiquitin-conjugating |
| *UBP2* | 8199397 | Ubiquitin-specific protease that removes ubiquitin from ubiquitinated proteins |
| *PIB1* | 8196791 | RING-type ubiquitin ligase of the endosomal and vacuolar membranes |
| **Transcription factors** | | |
| *HSF1* | 8198145 | Heat shock transcription factor |
| *YAP1* | 8200866 | Basic leucine zipper (bZIP) transcription factor required for oxidative stress tolerance |
| *SKN7* | 8200248 | Transcription factor |
| *MSN4* | 8198341 | Transcriptional activator related to Msn2p |
| *OPY2* | 8199837 | Transcription factor |
| *SWI6* | 8201343 | Transcription cofactor |
| *SWI6* | 8201343 | Transcription cofactor |

**Table S4 List of genes and primers for RT-qPCR used in this study**

| Gene name | Primer sequence (5’-3’) |
| --- | --- |
| *ACT1* | F: TATTGAAGTTGAAGCCCTCTGAGC  R: CCTTCCGTGTGCAAATGAAACAC |
| *CAT* | F: TTCGACAACGCTAATCACGCTAAC  R: TCACCTCAAACTCACCGAAAGCT |
| *MPV17* | F: AGAAATCCGATCATCACCAACGG  R: CTCCAATGGGCGCAAAGATGAT |
| *PMP47* | F: GGGATAGCAGTCAACAACTTCATTT  R: TACGGGAAATCACACCAGCAATAG |
| *DDO* | F: TCTCTGATTGATAAGGGGACTGGG  R: CGGTGCAAATTGGTGTAAGTAAACT |
| *XDH* | F: GGAGATCGACATGACTGAACTCTTC  R: GCTGAGCTTTTGTTGTAGGCTTG |

FIGURES

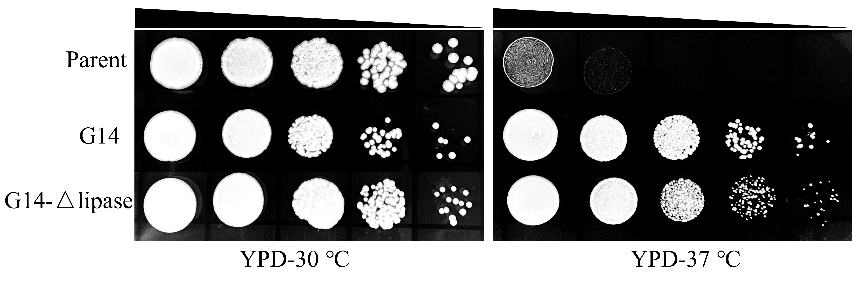

Fig. S1. **Spot assay to show the impact of lipase gene in the thermotolerance of G14.** The thermotolerance of G14 was still maintained after inactivation of lipase gene.

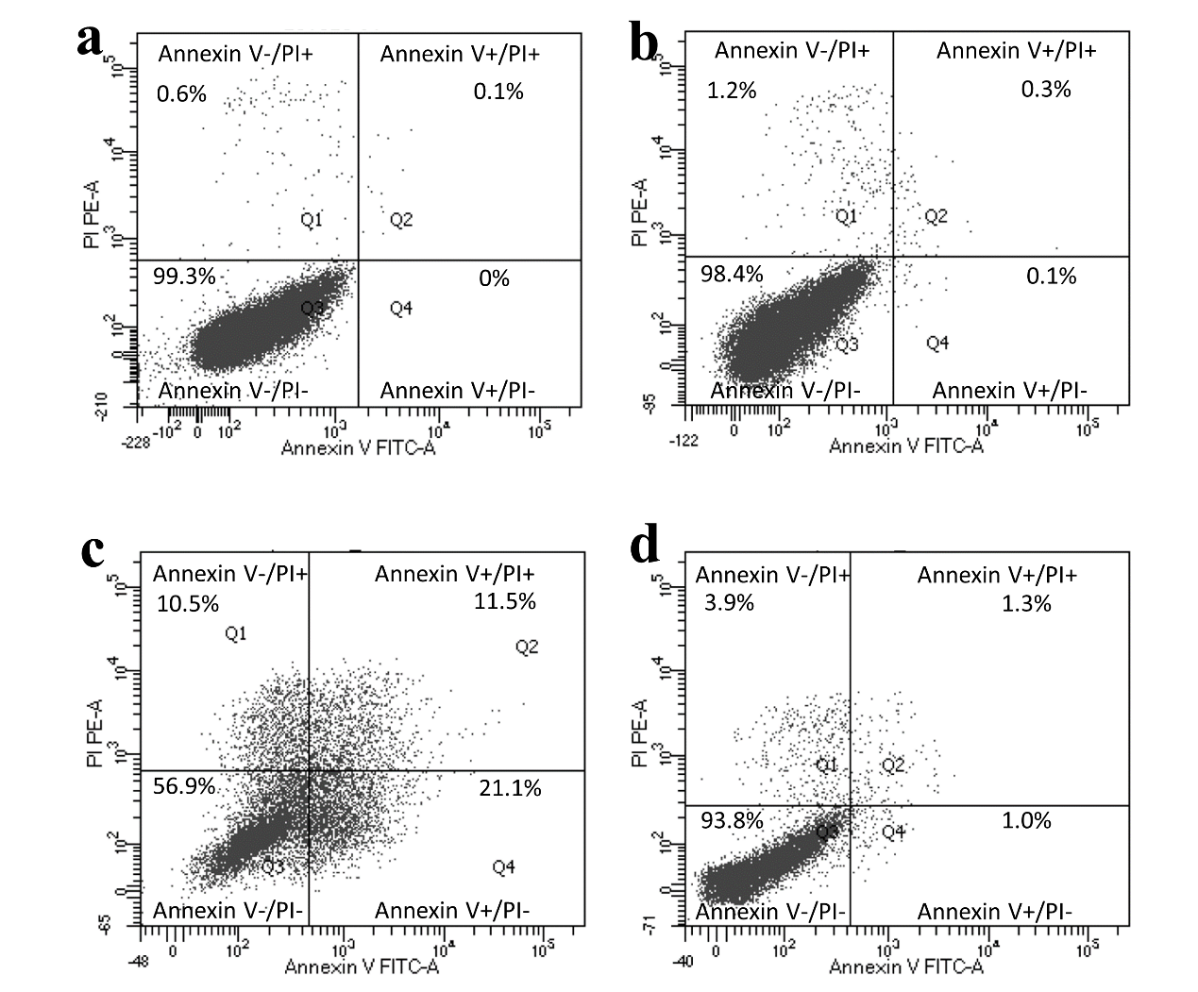

Fig. S2. **The** **Annexin V-FITC/PI staining was analyzed by flow cytometry for** **cell apoptosis and necrosis.** (a) The parent under non-stress condition (30 °C); (b) Thermotolerant strain G14 under non-stress condition (30 °C); (c) The parent under thermal stress (37 °C); (d) Thermotolerant strain G14 under thermal stress (37 °C). More than 10,000 events of each sample were test. Spots in Q3, Q4, Q2, and Q1 indicate that cells were alive, early apoptotic, late apoptotic (necrotic), and dead, respectively.

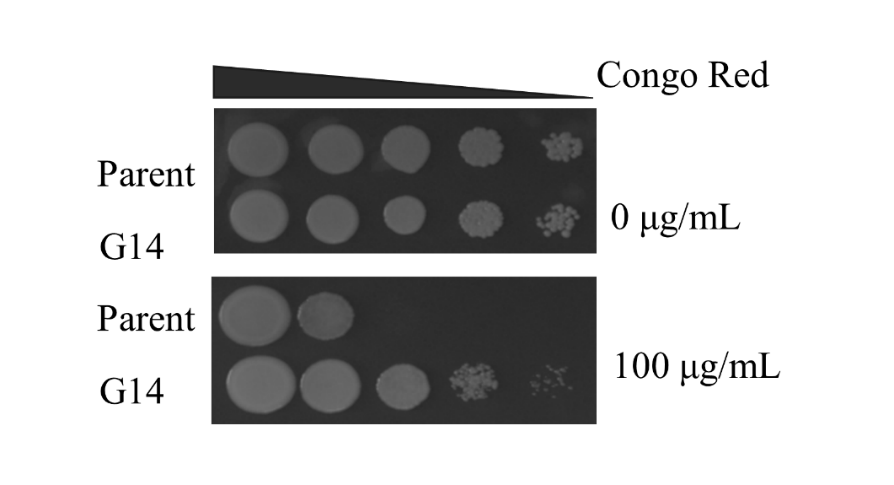

Fig. S3. **The test of cell wall integrity by** **Congo Red resistance test.**

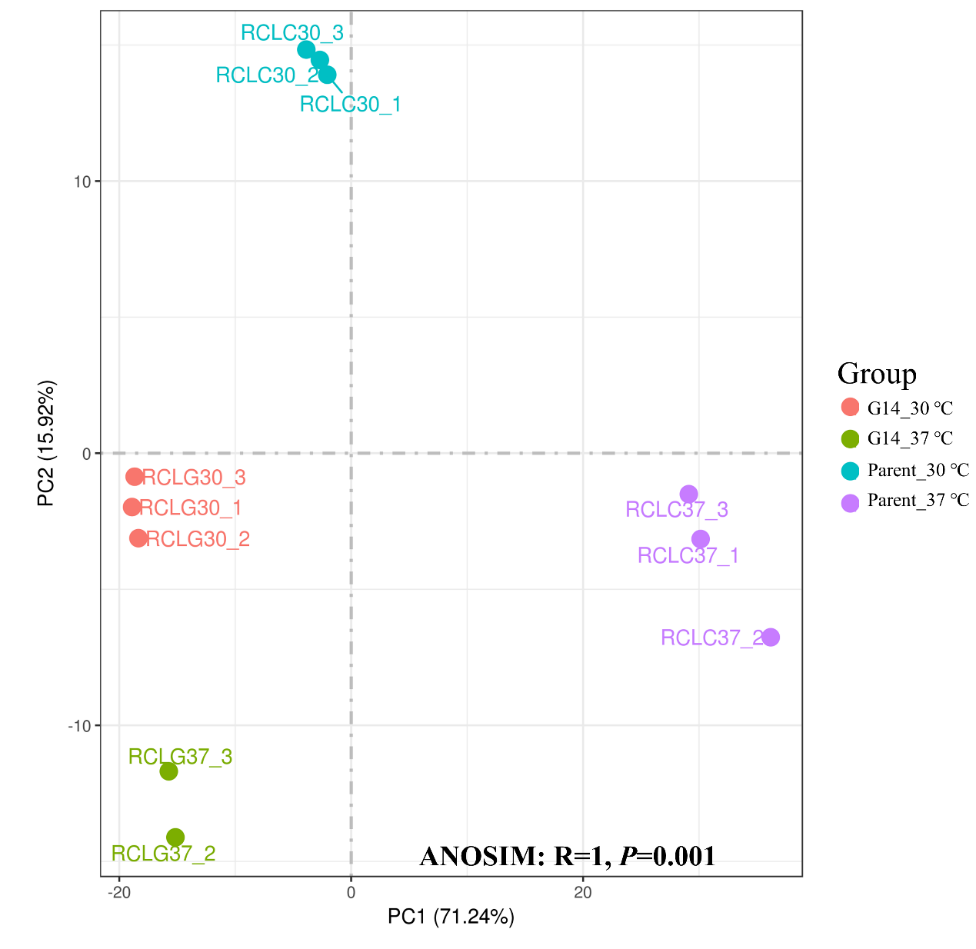

Fig. S4. **The correlation of samples by principal-component analysis (PCA) and analysis of similarities (ANOSIM).** PCA analysis showed good repeatability of each biological replicate within each group. The results of PCA and ANOSIM showed that the data of RNA-seq in each group was significantly different. The results indicated that the data could be employed for the following analysis.

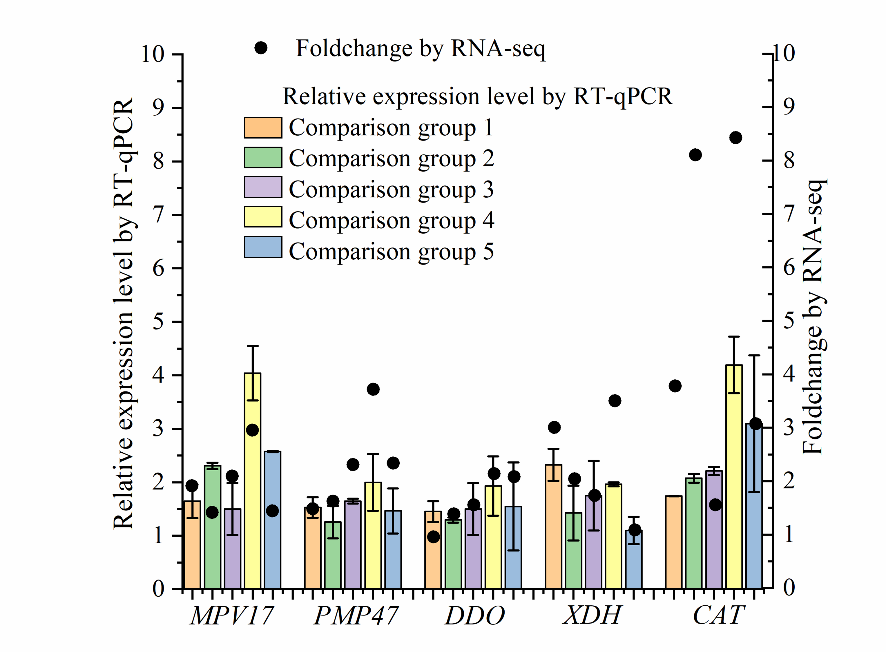

Fig. S5. **Expression level of peroxisomal protein encoding genes in five comparison groups.** Relative expression levels of genes were measured by RT-qPCR and analysed by the 2^-[delta][delta]Ct^ method. The RT-qPCR data were consistent with the results obtained from RNA-seq. Comparison group 1: the parent under 37 °C versus the parent under 30 °C. Comparison group 2: G14 under 37 °C versus G14 under 30 °C. Comparison group 3: G14 under 30 °C versus the parent under 30 °C. Comparison group 4: G14 under 37 °C versus the parent under 30 °C. Comparison group 5: G14 under 37 °C versus the parent under 37 °C.

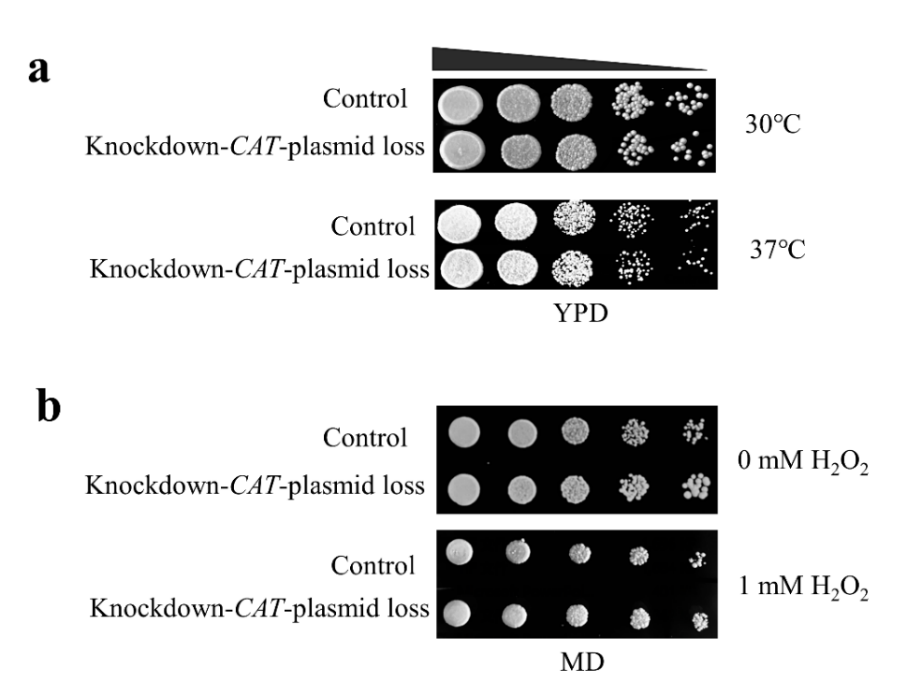

Fig. S6. **Spot assay to show the stress tolerance of G14 was recovered after losing *CAT* gene knockdown episomal plasmid.** (a) Thermotolerance test; (b) Oxidative stress tolerance test.

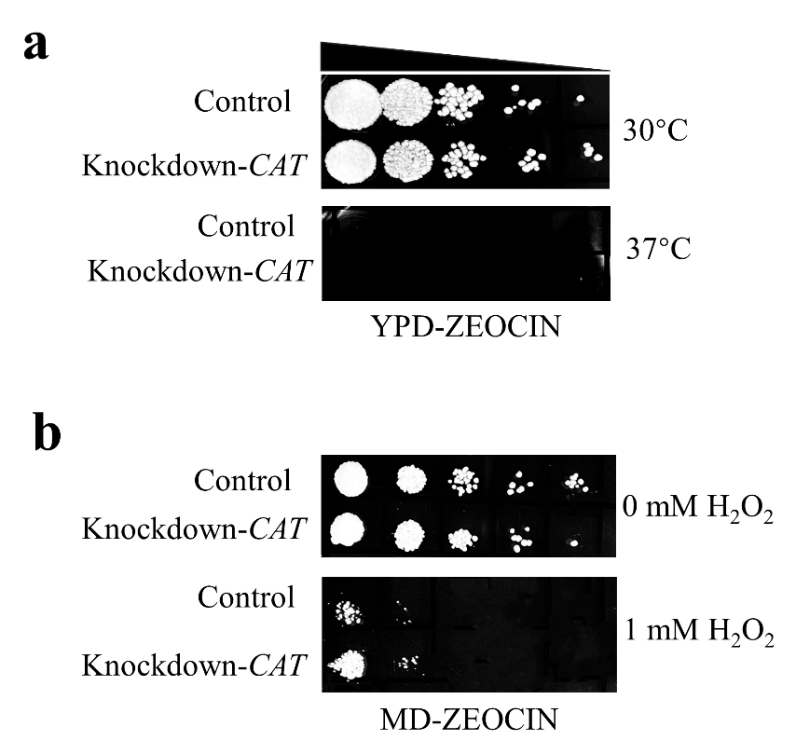

Fig. S7. **Spot assay** **to test the impact caused by gene knockdown of *CAT* on cell growth of the parent at different temperature and with/without H_2_O_2_.** (a) Thermotolerance test; (b) Oxidative stress tolerance test.

How the deposited data were processed for this re-analysis (not part of the article)

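RNA-seq libraries were made from the parent and from the thermotolerant strain G14, each grown at 30 and at 37 °C, with 3 biological replicates per strain and temperature and 12 libraries in all. The authors deposited 1 table of FPKM values that they computed from clean reads mapped to a *K. phaffii* genome with the gene models of the PICHIAGENOME database, together with gene positions, lengths and descriptions. The aligner and the counting tool are not given in the sources used here. The table holds 5080 transcripts, of which 5040 are annotated genes and 40 are transcripts that the authors assembled outside the annotation. A separate list of such transcripts holds positions and no measurements, and was not used.

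The unit was tested on the values. In each library, FPKM times gene length was a whole multiple of 1 step for 100.0% of the transcripts (tolerance 0.05), so fragments per gene were recovered. The sums of FPKM differ between libraries, and median-of-ratios factors computed on the FPKM values were equal in all libraries, so a scaling between libraries is already included in the deposited values. The fragments on genes came to between 13428637 and 22047040 per library (median 15412798). A single fragment on a gene of 1 kb equals between 0.042 and 0.082 FPKM, which sets the precision for genes of low expression.

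Values were taken as log2(FPKM + 1), with a pseudocount of 1 and a minimum mean of 1 FPKM, which no transcript failed. One linear model with a mean for each of the 4 groups was fitted by limma 3.58.1 with an expression trend in R 4.3.3, with 8 residual degrees of freedom. The comparison groups of the paper and the difference in heat response between the strains were contrasts of this model. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all 5080 transcripts and an absolute log2 fold change over 1. The paper's own comparison used DESeq2. Counts as deposited are not available, so the fit was made on FPKM. The fit was tested on simulated data in which 200 genes were changed. Between 99.5% and 100% of them were recovered with 0 false calls by limma. The simulation gave every gene the same spread parameter, and each planted change lay above the fold change threshold. No simulated library lay apart from its group as G14_37 replicate 1 does. The recovery thus does not cover genes of unequal spread between groups, such as CAT, or changes near the threshold.

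The libraries were compared by principal components and by analysis of similarities on Bray-Curtis distances, with an exact p over all 15400 divisions and, as an alternative, 999 random permutations in vegan 2.7.1. Other values were computed in Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1. KEGG lists were not available. Instead, 14 sets were made by patterns on the gene descriptions, for peroxisome, autophagy, ribosome, proteasome, chaperone, ubiquitin, antioxidant, MAPK, methanol utilisation, cell wall, meiosis, DNA replication, oxidative phosphorylation and glycolysis. They were tested for over-representation among upregulated genes by Fisher's exact test, one-sided, against the 3446 genes with a description. The p values were adjusted over 70 tests. The sets were also tested by camera with an estimated correlation and by fry. The pattern for ribosomal proteins matched 1 gene, so a wider pattern with 83 genes was added after the data had been seen. Medians of log2 fold changes were taken over chromosomes and over windows of 50 neighbouring genes. After these had been seen, chromosomes were scanned for runs of neighbouring genes with a shifted log2 fold change (threshold 0.5, values limited to 2), against 1000 shuffled gene orders. In simulated data, the scan found 28 of 30 genes of a planted segment.

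The genes named in the text were fixed by a rule before the data were examined. They are the genes of Table S3, the genes that the paper's text names, and for each contrast the 2 called genes with the largest increase and the 2 with the largest decrease, without overlap between the groups for the 5 comparison groups. The paper's tables and figures had been read by then. Table S3 has 41 entries for 39 genes, all matched by gene identifier. *ACT1* could not be matched to a gene of the table by its description and was left out.

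The alternatives set before the data were examined were a pseudocount of 0.1, no filter, a minimum mean of 10 FPKM, median-of-ratios scaling, scaling to the same sum in each library (TPM), the fold change threshold alone, limma treat, the replicate number as a block, a fit of the 2 compared groups alone, and each library left out in turn. Chosen after the data had been seen were limma voom on the recovered fragments, the ratio of group means, subtraction of the lowest value of each library, and the wider ribosomal protein pattern. Left out were the RT-qPCR, enzyme, microscopy and growth measurements, which have no deposited file, and amino acid pathways, which descriptions cannot list. The annotation supplied with the data is of another species and was not used.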

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

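All tests of the 2 chromosome segments, the search for such segments and the shuffled deviations were chosen only after the result was seen. Leaving out each library in turn was planned. The use of the count without G14_37 replicate 1 as a test was chosen after the result was seen. The other tests in this part were set before.

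The heat response differed between the strains in 783 called genes, by a test of the difference itself with limma. Of 100 drawn splits of the 12 libraries into groups of the same sizes, 1, the real one, gave as many called genes. These splits decide nothing, since they move the effects of strain and temperature into the spread. Chance differences between libraries were tested by shuffling the deviations from a model of strain and temperature without their interaction. Of 100 orders, 1, the real one, gave as many called genes, and the next largest gave 3, so chance can be excluded as the source of the whole count. Scaling between libraries does not account for it. After TPM scaling 686 of the 783 genes remained called, with more genes lower in G14 than higher. A single library of G14_37 does not carry it either, since 699 remained called without G14_37 replicate 1. A difference between the strains in how they respond to 37 °C is the biological explanation that the design names, and it stays a hypothesis found and tested on the same libraries. The culture stage at harvest was not tested for this pattern.

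Of the 11 HSP-related genes of Fig. 4, 9 were called with a lower heat response in G14, again by a test of the difference itself. The sign was negative in all 11 with the deposited scaling and after TPM scaling. The count was 11 without G14_37 replicate 1 or replicate 3, and 1 by limma treat, which tests for a difference over 1. Whether these libraries entered the choice of the list is not given in the sources used here. The tests of the whole contrast, with 686 and 699 calls remaining, cover these genes as part of it. Most of these genes rose with heat in the parent and fell in G14. This difference may be biological, but that is a hypothesis from the data it was seen in.

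Among the 40 transcripts outside the annotation, which the paper does not report on, 17 were called in Parent_37 vs. Parent_30 by limma, 14 up and 3 down. Overlap with an annotated neighbour on the same strand was tested through the rank correlation of their log2 fold changes with those of the nearest gene. The highest of the 6 contrasts was 0.38, and that of Parent_37 vs. Parent_30 was 0.02. The latter argues against overlap as the explanation of the calls in that comparison group. That 0 of the 40 overlap such a gene in position decides nothing, since they were assembled outside the annotation. Growth temperature, which the design names, stays open as a biological explanation, and no other was tested.

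On chromosome 3, 43 neighbouring genes from 231895 to 320016 (PAS_chr3_0113 to PAS_chr3_0158) had a median log2 fold change of 0.94 in G14_30 vs. Parent_30, and 41 of them lay above 0. The paper does not analyse positions of genes. Of 1000 shuffled gene orders, 0 gave a segment score as high (14.83, against at most 4.51 when shuffled), which argues against a chance order of genes. Scaling between libraries would move the rest of the chromosome too, and its median was -0.029. A response to growth at 37 °C that G14 already shows at 30 °C would appear in the parent, where the segment had a median of 0.12 in Parent_37 vs. Parent_30. That is above the 0.05 that unchanged simulated groups reached at most, and far below the shift in G14. For G14_37 vs. Parent_37 the median was 0.75, with 35 of 43 genes above 0, and each of the 6 G14 libraries lay between 0.77 and 0.95 against Parent_30. A copy number gain of this segment in G14 is a candidate explanation, and needs DNA data, which are not among the deposited files. It was found and tested on the same data. UBP2, 1 of the ubiquitin-related genes of Table S3, lies in the segment and does not share the rise, with 0.14 (adjusted p = 0.367) in G14_30 vs. Parent_30 and -1.96 in G14_37 vs. Parent_37.

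On chromosome 4, 21 genes from 1617132 to 1649464 (PAS_chr4_0860 to PAS_chr4_1001) had a median of 1.22 in G14_30 vs. Parent_30. Again 0 of 1000 shuffled orders gave a score as high (13.8). Unlike the segment on chromosome 3, this one was also raised in the parent by heat, with a median of 0.92 in Parent_37 vs. Parent_30, where unchanged simulated groups reached at most 0.13. Its median was 0.39 in G14_37 vs. Parent_37. A response to growth at 37 °C that G14 shows already at 30 °C may therefore account for most of the shift. A copy number gain was not tested for this segment.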

How the results depend on the processing

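Voom on the recovered fragments, the ratio of means, fits without a library of the groups not compared, the subtraction of the lowest value and the wider ribosomal protein pattern were tests chosen only after the results were seen. So was TPM scaling for the sets. The other alternatives were planned. No filter and median-of-ratios scaling give no value of their own, since every transcript passed the filter and the median-of-ratios factors were equal in all libraries. For each changed result below, the cause was not tested, apart from the stricter hypothesis that limma treat tests by construction.

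Limma treat, which tests for a log2 fold change over 1, called 412 genes in Parent_37 vs. Parent_30 (278 up, 134 down, and 7 transcripts outside the annotation), 2 in G14_37 vs. G14_30 (2 up, 0 down), 100 in G14_30 vs. Parent_30 (21 and 79), 172 in G14_37 vs. Parent_30 (62 and 110) and 452 in G14_37 vs. Parent_37 (47 and 405, with 3 ribosomal protein genes). It called 114 in the difference in heat response (1 and 113, with 3 transcripts outside the annotation). Where treat called 0 downregulated in G14_37 vs. G14_30, limma without it called 79 and voom 85.

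TPM scaling moved the balance of calls. It gave 240 up and 29 down in G14_37 vs. G14_30, 248 up in G14_30 vs. Parent_30, 796 up and 171 down in G14_37 vs. Parent_30, and 694 up in G14_37 vs. Parent_37. In Parent_37 vs. Parent_30 and in the difference in heat response, each count stayed within 1.5 times that with the deposited scaling. A fit of G14_37 and G14_30 alone called 45 genes (28 up, 17 down), and the fold change threshold alone gave 183 up there.

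With each library left out in turn, G14_37 vs. G14_30 had between 104 and 423 called genes, 62 to 246 up and 42 to 177 down. The lowest values came without G14_37 replicate 1 and the highest without G14_37 replicate 3, and without G14_30 replicate 3 there were 120. The counts of called genes in the other comparison groups and in the difference in heat response stayed within 1.5 times. Where a library was left out, the remaining ones share the spread of all groups. Pearson's r between the heat responses lay between 0.44 and 0.51, the rank correlation between 0.42 and 0.49 and the slope between 0.25 and 0.47. The chromosome 3 segment lay between 0.92 and 0.97.

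The over-representation of the peroxisome set in G14_37 vs. G14_30 had an adjusted p of 0.164 with genes over a log2 fold change of 0, 0.88 with camera and 0.101 with fry, and between 1.11e-06 and 0.661 with 1 library left out. For G14_37 vs. Parent_30 these values were 0.353, 0.9, 0.116, and 4.61e-05 to 1. Both stayed under 0.05 with genes called after TPM scaling or by voom (0.0402 by voom in G14_37 vs. Parent_30). The autophagy set passed the threshold under fry in Parent_37 vs. Parent_30 (0.00322) and G14_37 vs. Parent_30 (0.0316). Of the other sets, 1 test had an adjusted p under 0.05 for upregulated genes by Fisher's test, 0 by camera, 10 by fry, and 3 with the wider ribosomal protein pattern. By camera, 5 of the 70 tests had an unadjusted p under 0.05, and the lowest adjusted p was 0.317.

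CAT in G14_37 vs. Parent_37 had a log2 fold change between 0.11 and 1.55 with 1 library left out, the former without G14_37 replicate 1 and the latter without G14_37 replicate 2, and 1.66 as the ratio of means. Its difference in heat response lay between -0.5 and 0.95. The values of XDH in G14_37 vs. Parent_37 lay between -0.2 and 0.37, those of DDO in Parent_37 vs. Parent_30 between -0.04 and 0.06 (0.11 with TPM scaling), those of MSN4 in G14_37 vs. Parent_30 between -0.13 and 0.62, and those of HSF1 in the difference in heat response between -0.14 and 0.01 (0.04 with TPM scaling). These 5 are the ones that changed sign among the 96 gene values that the text gives, and none had an adjusted p under 0.05 with all libraries. Of their 1204 alternative values, 1114 kept their direction and side of the adjusted p threshold, 62 fell short of it, 12 passed it, 7 moved by more than 1 standard error, all as ratios of means, and 9 changed sign. Over all 234 values of Table S3 genes, 29 changed sign in some setting, 25 of them with 1 library left out and 13 with TPM scaling. None of the 29 had an adjusted p under 0.05 before the change, and 2 had after it, PXA in G14_37 vs. Parent_37 (-0.9 without G14_37 replicate 1) and PRX1 in G14_37 vs. Parent_30 (0.36 with TPM scaling).

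The libraries of each group carry replicate numbers from 1 to 3. Of the 18 pairs of libraries with the same number, 8 had a correlation of their deviations from the group means over 0.1 (range -0.216 to 0.671), so the numbers do not pair the samples throughout. With the number as a replicate block, 1103, 204, 383, 657 and 1108 genes were called in the 5 comparison groups and 798 in the difference in heat response. Each of these counts was within 1.5 times that without the block. The pseudocount of 0.1, the minimum mean of 10 FPKM, voom and, in Parent_37 vs. Parent_30, the subtraction of the lowest value also left every count of called genes within 1.5 times, and the analysis of similarities passed its threshold in each alternative.

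Depth limits the genes of low expression. The rule gene PAS_chr2-1_0003 had 0 to 192 fragments per library, where the pseudocount sets much of the fold change.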

Differences from the paper's values

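The log2 ratio of means, voom and fits without a library of the groups not compared were tests chosen only after the values were seen. The other settings were fixed before the data were examined.

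The paper gives a log2 fold change of 1.6 for CAT in G14_37 vs. Parent_37, and the value here was 1.04. Of the alternatives set before the data were examined, the values with TPM scaling (1.34), without Parent_37 replicate 2 (1.24), without G14_37 replicate 2 (1.55) and without G14_37 replicate 3 (1.47) lay within 1.5 times the paper's. Those with a pseudocount of 0.1 (1.05), the replicate number as a block (1.04), only the 2 groups compared (1.04), without Parent_37 replicate 1 (1.05), without Parent_37 replicate 3 (0.85) and without G14_37 replicate 1 (0.11) did not, nor did voom (1.04). The ratio of means, chosen after seeing the values, gave 1.66. It is an estimate without a test, so it calls no gene and cannot stand for any of the paper's called genes.

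For the fold change of CAT in G14_37 vs. G14_30, the RNA-seq point of Fig. S5 lies at about 8.1, read by eye. The value here was 5.15. The 2 values differed by less than 1 standard error with TPM scaling (6), with only the 2 groups compared (5.15, where the standard error is wider), without G14_30 replicate 1 (5.04), 2 (5) or 3 (5.42), and without G14_37 replicate 2 (7.34) or 3 (6.91). They differed by more with a pseudocount of 0.1 (5.18), the replicate number as a block (5.15) and without G14_37 replicate 1 (2.69), and with voom (5.26). The ratio of means, chosen after seeing the values, gave 8.11.

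The paper states that CAT was significantly raised in every comparison group. Here it was called in 3 of the 5 by limma. Its log2 fold change in G14_30 vs. Parent_30 was 0.61 with an adjusted p of 0.492, which was 0.00266 with only the 2 groups compared. The adjusted p in G14_37 vs. Parent_37 was 0.156, which was 0.0482 without G14_37 replicate 2 and above 0.05 in every other setting run. PMP47, for which the paper makes the same statement, had an adjusted p under 0.05 in all 5 and a log2 fold change over 1 in 3 of them.

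For the peroxisome pathway, the paper names 4 comparison groups with significant upregulation. With sets made from descriptions, the adjusted p of Fisher's exact test was under 0.05 in 2 of these, and was 0.225 in Parent_37 vs. Parent_30 and 1 in G14_30 vs. Parent_30. No setting run brought either of these under 0.05. KEGG's own list was not available, so the sets are not the same. The set used here also lacks MPV17 and PMP47, which limma called upregulated in G14_30 vs. Parent_30. Of the 9 peroxisomal genes of Table S3, 3 were called upregulated in Parent_37 vs. Parent_30 and 2 in G14_30 vs. Parent_30. The adjusted p was under 0.05 for 6 and 4 of the 9, and 0 were called downregulated. The paper presents this list as upregulated genes, so the absence of decreases is not independent evidence.

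The paper states that autophagy was the leading upregulated pathway of Parent_37 vs. Parent_30. Here its adjusted p was 0.441 by Fisher's exact test, and the lowest in this comparison group was that of the meiosis set, 0.0591. By fry the autophagy set was raised with an adjusted p of 0.00322, and those of the meiosis set (1.08e-05) and the MAPK set (1.41e-05) were lower.

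By the paper, Parent_37 vs. Parent_30 has the most differentially expressed genes. Here it had 1096, and G14_37 vs. Parent_37 had 1102. With only the 2 groups compared the order turned to 1130 against 1064. The order also turned without Parent_37 replicate 1 (1114 against 1097), without Parent_37 replicate 3 (1159 against 1109) and without G14_37 replicate 2 (1102 against 1086). In all other settings run for both, G14_37 vs. Parent_37 had more. G14_37 vs. G14_30 had the fewest called genes, as in the paper, except without G14_37 replicate 3, where it had 423 and G14_30 vs. Parent_30 had 385 in the same fit.

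The paper states that transcription factors were upregulated in G14_37 vs. Parent_30. All 6 log2 fold changes were positive, or 5 without G14_37 replicate 1, and limma called 0 of the 6, with 2 at an unadjusted p under 0.05 and 0 called by voom. TPM scaling called 1. For antioxidant genes, the paper states that some were upregulated in every comparison group, and limma called 0 of the 7 in G14_30 vs. Parent_30 and in G14_37 vs. Parent_37, with 1 and 2 raised at an unadjusted p under 0.05 and 0 called by voom. In the former TPM scaling called 1, AHP1, and in the latter leaving out G14_37 replicate 2 called CAT. For HSP-related genes in G14_37 vs. G14_30, the paper states that most fell significantly. Of the 11, 9 fell, 6 of them with an adjusted p under 0.05 and 3 with a log2 fold change below -1 as well.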

Other observations

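In this part, some tests were chosen only after the result was seen. They cover the fragments of G14_37 replicate 1, the subtraction of the lowest value, the wider ribosomal protein pattern and the search for chromosome segments. Leaving out each library in turn was planned, and its use as a test for CAT was chosen after the result was seen. The other tests were set before.

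G14_37 replicate 1 lay apart from replicates 2 and 3. It had 338 genes more than 2-fold higher and 169 more than 2-fold lower than the mean of the others, while replicate 2 had 153 genes higher and 45 lower than replicate 3. Groups of 3 were not tested for outliers. The tables argue against 4 explanations. Its fragments, 15377476, lay within the range of the other libraries. The 10 most abundant genes took 5.44% of them, the lowest share of the 12. A library of the parent under this label would lie near 0 over the chromosome 3 segment, and its median there was 0.77. A G14_30 library would resemble G14_30 over the 1096 genes called in the parent, where r was 0.528 with G14_30 and 0.8 with the other G14_37 libraries. A culture at a later stage, with slower growth, is consistent with the ribosomal protein genes, whose median against Parent_30 was -1.37 in replicate 1 and -0.85 and -0.73 in the others. This stays a hypothesis. The paper states that cultures were sampled in the logarithmic phase, and a growth stage for each library is not given in the sources used here.

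CAT in G14_37 vs. Parent_37 rested on that library. Its log2 fold change of 1.04 was 0.11 without G14_37 replicate 1, below its standard error of 0.19. No biological explanation was tested for the level of CAT in replicate 1.

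More genes rose than fell in Parent_37 vs. Parent_30. The lowest FPKM of the Parent_37 libraries lay between 2.49 and 5.21, above those of Parent_30 (0.3 to 0.8). With the lowest value of each library subtracted, 656 of the 712 upregulated genes remained called, and the downregulated genes went from 384 to 464. A uniform background as large as each library's lowest value is thus not the source of most of the upregulated genes. Without that background the balance is smaller. A larger background was not tested and stays open. A low percentile of FPKM lay between 6.47 and 7.19 in the Parent_37 libraries, above the values subtracted. In Parent_30 it lay between 1.41 and 1.49. The share of mapped reads on genes was also lower in Parent_37, 90.77% to 92.37% against 93.84% to 94.17% in Parent_30. TPM scaling gave 851 upregulated genes, so that scaling does not turn the balance. Growth temperature stays open as the biological explanation.

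For each of the 5 comparison groups, 1 of the 10 possible splits of its 6 libraries, the real one, gave as many called genes. The next largest split gave 21 in G14_37 vs. G14_30 and 0 by limma in each of the other 4. With 10 splits a share under 0.05 cannot be reached, so these splits cannot exclude chance for a single comparison group. Over the 4 groups at once, the analysis of similarities excludes it (exact p = 6.49e-05 over the 12 libraries).

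The 83 ribosomal protein genes of the wider pattern fell in the parent at 37 °C, with a median log2 fold change of -2.36 and 82 called downregulated by limma. In G14 at 37 °C the median was -0.87, with 20 called, or 3 without G14_37 replicate 1 and 5 with TPM scaling. For G14_30 vs. Parent_30 the median was -0.11, and 0.09 with TPM scaling, so its sign depends on the scaling. The median was 1.39 in G14_37 vs. Parent_37, with 71 called upregulated, and in the difference in heat response 1.47, with 74 called upregulated. Against Parent_30, the median of G14_37 was -0.97, with 38 called downregulated, or 14 without G14_37 replicate 1 and 4 with TPM scaling.

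Of the 14 sets, the oxidative phosphorylation set had the lowest adjusted p, in G14_37 vs. Parent_37, where 22 of 39 genes were upregulated (odds ratio 16.2, adjusted p = 2.99e-13 by Fisher's exact test, 0.000751 by fry, 0.88 by camera). In Parent_37 vs. Parent_30, 20 of the 39 were called downregulated, with a median of -1.16. With heat in G14 limma called 0 in either direction, 3 rose and 4 fell with an unadjusted p under 0.05, and the median was -0.06. The difference between the strains at 37 °C thus accompanied a fall in the parent, not a rise in G14. The lowest adjusted p over the 5 comparison groups was 0.236 for the chaperone set, 0.661 for glycolysis, 0.746 for antioxidants and 1 for each of the proteasome, ubiquitin, cell wall, methanol utilisation, DNA replication and ribosome sets, the last with 1 gene. By fry, 25 of the 70 tests had an adjusted p under 0.05, counting both directions.

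Whole chromosomes did not shift in G14_30 vs. Parent_30, where their medians lay between -0.051 and -0.013. Runs of lowered genes were found on chromosome 2 (602354 to 611541, 6 genes, median -1.98, with 2 of 1000 shuffled orders as high), chromosome 1 (1016989 to 1024443, 5 genes, -1.45, 28 of 1000) and chromosome 4 (157220 to 167483, 8 genes, -1.25, 28 of 1000). No biological explanation was tested for them. A list of genes under 1 FPKM in all 6 G14 libraries, with a mean of at least 10 in both parent groups, held 0 genes. That decides little about lost genes, since few transcripts could enter the list. The 0.1 percentile of FPKM lay between 1.3 and 2.57 in the G14_37 libraries. The stricter limit of 0.5 and the reverse lists decide nothing. The lowest FPKM was 0.53 in G14_37 replicate 1 and at least 2.49 in the Parent_37 libraries, so no gene could enter them.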
